# Neonatal Heart Responds to Pressure Overload With Differential Alterations in Various Cardiomyocyte Maturation Programs That Accommodate Simultaneous Hypertrophy and Hyperplasia

**DOI:** 10.3389/fcell.2020.596960

**Published:** 2020-11-19

**Authors:** Xiaoning Ding, Shoubao Wang, Ye Wang, Junjie Yang, Nan Bao, Jinfen Liu, Zhen Zhang

**Keywords:** cardiomyocyte maturation, pressure overload, pulmonary artery banding, neonatal heart, Metabolic transition

## Abstract

Pressure overload is one of the pathophysiological conditions commonly associated with right-sided congenital heart disease (CHD). Patients suffer from this condition right after birth. However, little is known about how neonatal heart reacts to it. We have previously established a pulmonary artery banding (PAB) model in neonatal rat. Here we show that PAB accelerated transition of mononuclear cardiomyocytes into multinucleated cells to promote hypertrophic growth in neonatal heart. The elevated afterload significantly increased the mitotic activities of neonatal cardiomyocytes. Consistent with the proliferative potential, the elevated pressure overload also increased cytokinetic marker counts of cardiomyocytes. Using cardiomyocyte-specific lineage tracing, we noticed a clonal expansion of rare unlabeled cardiomyocytes in the PAB group, revealing a subgroup of cardiomyocytes with a strong capability of proliferation. In addition, PAB hearts at post-banding day 7 didn’t have the accumulation of macrophages, which is an immune response essential for neonatal heart regeneration in injury models. Transcriptomic analyses revealed that neonatal PAB induced an expression profile featuring both cardiomyocyte hypertrophy, such as highly activated translation, oxidative phosphorylation, and mitochondrial biogenesis programs etc., and immature cardiomyocyte, such as enhanced cell cycle activities and glycolytic metabolism, down-regulated cytoskeleton and ion channel gene expression, and maintenance of fetal-specific sarcomeric isoforms etc. It indicates that pressure overload has differential impacts on various cardiomyocyte maturation (CM) programs that may contribute to the concurrent cardiomyocyte hypertrophy and hyperplasia. The bivalent status of transcriptional profile highlights the plasticity of neonatal cardiomyocytes that can be exploited to adapt the postnatal environment.

## Introduction

Mammalian circulatory system undergoes dramatic changes after birth to adapt to postnatal life (Hew and Keller, 2003). Particularly, the inflation of lungs establishes the pulmonary circulation and the closure of prenatal shunts separates the pulmonary circulation from systemic circulation. These circulatory alterations switch the gas exchange from the placenta to the lungs and shift two ventricles to function in tandem instead of in parallel. Meanwhile, neonatal hearts go through a critical period of biochemical and mechanical maturation to cope with the extrauterine life (Kannan and Kwon, 2020). This neonatal transition is particularly sensitive to perturbation. The problem of neonatal transition can render individual susceptible to adult cardiac disease (Anatskaya et al., 2010).

Congenital heart diseases (CHD) cause a number of morphological defects that change the circulatory hemodynamics. For example, pressure overload of right ventricle (RV) is a common pathophysiological condition associated with CHD, such as RV outflow obstruction and systemic RV etc. These pathological conditions usually exist at birth and may infringe upon the postnatal growth. For optimal clinical care of these patients, it is crucial to understand how the neonatal myocardium responds to the pathological conditions during the complex transition stage. However, our understandings of the adaptive physiology under these pathological conditions is limited due to the lack of appropriate neonatal models.

We have previously generated the first neonatal right ventricle overload model by constricting pulmonary artery within 6 h after birth in rat and the banding causes significantly enlarged right ventricle at postnatal day 7(4). Here we used this model to evaluate how neonatal myocardium adapts to increased afterload. Similar to the adult hearts, neonatal cardiomyocytes presented hypertrophic growth in response to pressure overload. On the other hand, neonatal hearts also had significantly increased numbers of mitotic and cytokinetic markers in cardiomyocytes, indicating an increased cardiomyocyte proliferation. To validate this observation, we established the PAB protocol in neonatal mice to take advantage of available cell lineage-tracing tools in mouse. Using inducible cardiomyocyte-specific *Tnn2-rtTA; TetO-Cre* and *Rosa26^RFP/+^* reporter, we detected the clonal expansion of rare RFP^–^ cardiomyocytes. Although we found a significantly increased cardiomyocyte proliferation, there was no accumulation of pro-proliferative M2 macrophages in post-banding day 7 (P7) PAB hearts. It indicates that the proliferative capability is more of an intrinsic property of neonatal cardiomyocytes. Using RNA-seq analysis, we revealed a unique expression profile with diverged CM program responses that may contribute to the seemingly contradictory cardiomyocyte behaviors.

## Materials and Methods

### Animals and Surgery

Surgical protocols used in this investigation were approved by the Animal Care and Use Committee of Shanghai Children’s Medical Center. PAB or sham operations were performed on Sprague-Dawley rats or C57Bl/6J mice within 6 h after birth and in adherence to the guidelines for the Care and Use of Laboratory Animals.

Briefly, neonates were anaesthetized by hypothermia. It led to asystole and reversible apnea and prevented excessive blood loss. Next, they were transferred to ice bed and fixed in the supine position under a stereomicroscope. Following a transverse skin incision, horizontal thoracotomy was performed by dissecting intercostal muscles and cutting the sternum. The incision site was at the second intercostal space for mice and the third intercostal space for rats. After opening the pericardium, we carefully separated the pulmonary artery from the aorta under microscope. A 11-0 nylon thread was positioned under pulmonary artery and a 30G(rat)or 31G (mice) needle was placed upon the pulmonary artery. The pulmonary artery and needle were then tied together by the thread. After the needle was quickly removed, a fixed constricted opening equal to the diameter of the needle was created in the lumen of pulmonary artery. The sternum and thoracic wall were sutured with a 9-0 (rat) or 10-0 (mouse) nylon thread. Afterward, neonates were removed from ice bed and placed under a heat plate to warm up for several minutes until natural movements and a red/pink complexion were achieved. Neonates were then returned to their mother. The sham group underwent the same procedure except the banding step.

The following mouse lines have been described previously: *Tnn2-rtTA; TetO-Cre* (Wu et al., 2010), *Rosa26^*RFP*^* (Madisen et al., 2010). All the lines were maintained in C57Bl/6J background. For lineage tracing experiment, 0.3 ml doxycycline (12 mg/ml, Beyotime ST039A) was applied through oral gavage at E17.5 and E18.5.

### Immunofluorescent Staining

Hearts were embedded in O.C.T. compound (Tissue-Tek, Sakura, NL) and cryosectioned at 4.5μm. Immunofluorescent staining was performed according to standard procedure with antibodies against phosphorylated histone H3 (PH3 ab47297, Abcam), Ki67 (ab16667, Abcam) and Cardiac Troponin T (cTnT) (ab125266, ab8295, Abcam). Alexa fluor 488- and 555- conjugated antibodies (A11011 and A21428, Invitrogen, Life Technologies) were used as secondary antibodies. DAPI (D1306 Invitrogen, Life Technologies) was used for nuclei staining. In addition, Alexa Fluor^®^ 488 Conjugate of wheat germ agglutinin (WGA) (W11261, Invitrogen, Life Technologies)was used to visualize cardiomyocyte membrane. Microscopic examinations were performed using a laser confocal microscope Leica TCS SP8.

### Counting of Cardiomyocyte Nucleus Number

Cardiomyocytes from right ventricular of 3-day-old and 7-day-old Sprague Dawley rats were isolated as previously described (Wang et al., 2016). Dissociated cells were fixed with Click-iT^TM^ fixative (C10632 Invitrogen, Life Technologies) at room temperature for 30 min, washed with phosphate-buffered saline (PBS) and then smeared on slide glasses. Cardiomyocytes were visualized by cardiac cTnT staining (ab125266, Abcam) and DAPI. Images were photographed under Leica TCS SP8 and nucleus number per cardiomyocyte was recorded.

### Ploidy Analysis of Cardiomyocytes

DNA content measurements by FACS were performed as described previously (Rabinovitch, 1983). Briefly, Isolated cells were fixed and permeabilized with BD Cytofix/CytopermTM solution (BD 554714) and stained with cardiac anti-cTnT antibody (ab125266, Abcam) and Propidium Iodide (P3566 Invitrogen, Life Technologies). Samples were analyzed on a BD FACSAria cell sorter (BD Biosciences, San Jose, CA, United States). Ploidy of cardiomyocyte was assessed in Flowjo, using at least 10,000 cardiomyocytes for each sample.

### TUNEL Staining

Apoptosis was examined by TdT mediated FITC-12-dUTP Labeling (TUNEL) kit (Yeasen, T18120). In brief, cryosections were treated with proteinase K (20 μg/ml) and then with TdT incubation buffer in the presence of FITC-12-dUTP Labeling mix and TdT enzyme at 37°C for 1 h. Positive control was treated by DNase I (1 μg/ml) before incubating with TdT buffer. ddH_2_O instead of TdT enzyme was used in negative control. DAPI (D1306, ILife Technologies) was used for nuclei staining.

### Flow Cytometry

Mouse cardiac ventricles were harvested and minced into ∼1 mm^3^ small pieces. Samples were digested with 0.1% Collagenase (Gibco, #17101-015) with 2.5 U/ml Dispase II (Sigma, #D4693). Cell suspension was filtered through 70 μm cell strainer. Cells were incubated with antibodies for 1 h at 4°C prior to flow cytometry analysis. The following antibodies were used: APC Rat anti mouse CD45 (BD Pharmingen, 559864, 1:200), FITC-conjugated anti-CD11b antibody (BD Pharmingen, 557396), PE-conjugated anti-F4/80 antibody (eBioscience, 12-4801-82), and PE-CyTM7-conjugated anti-Ly6c antibody (BD Pharmingen, 560593). All FACS gates for fluorophore-labeled monoclonal antibodies were defined using appropriate isotype controls. Due to the small number of immune cells in one heart, 3–4 hearts were pooled together as a single sample. The total cell number was normalized to heart weight for comparison. Data analysis was performed in Flowjo software.

### Q-PCR

Total RNA was extracted from P7 rat ventricles using TRIzol^®^ LS Reagent (10296028, Thermo Fisher Scientific). Total RNA was reversely transcribed with Prime Script^TM^ RT reagent Kit (RR037A, TaKaRa) to obtain cDNA. Quantitative real-time PCR was performed with SYBR Green method on a QuantStudio^TM^ 7 Flex Real-time PCR system (ThermoFisher Scientific). Primers for each gene are list as the following:

Bnp: 5′-CCTCTTCCTGGCCTTTTGG-3′, 5′-TGTGTTGG ACACCGCACTGT-3′;
Anp: 5′-GCTGCAGACTCCGGCTTCT-3′, 5′-ATCACTTGA GAGGTGGTCCCA-3′;
Gapdh: 5′-CCTTCATTGACCTCAACTAC-3′; 5′-GGAAGGC CATGCCAGTGAGC-3′

### RNA-Seq and Bioinformatic Analysis

Total RNA was extracted from P3 and P7 mouse ventricles using TRIzol^®^ LS Reagent (10296028, Thermo Fisher scientific). Library preparation and transcriptome sequencing on an HiSeq X PE150 platform were performed through a commercial service provided by Mingma Technologies Co., Ltd. (Shanghai, China). to generate 100 bp paired-end reads.

For bioinformatic analysis, we used STAR (version 2.5.2b) to align raw reads to mouse genome (Gencode, GRCm38). We use R package DESeq2 (version 1.20.0) (Love et al., 2014) to identify differential expressed genes, with threshold of fold change ≥ 1.5 and *p* ≤ 0.05. Differential expressed genes were submitted to Metascape^1^ for gene ontology analysis (Zhou et al., 2019). To evaluate average gene expression of each functional categories, we took mean of normalized gene expression value of each gene in the functional category and plotted with logarithmic transformation. We used R package pheatmap to plot heatmap of gene expression.

### Quantification and Statistical Analysis

The number of proliferating cardiomyocytes was assessed by counting Ki67^+^/cTnT^+^ or PH3^+^/cTnT^+^ cells in right ventricle. Three histological sections from comparable positions of each heart were used for quantification. Six hearts were included in each group. Three hearts per group were applied for lineage-tracing study. Six sections from comparable positions of each heart were used for quantification. Cardiomyocyte size was quantified by measuring the cross sectional area along the short axis of cardiomyocytes triple-stained by WGA (green), anti-cTnT (red), and DAPI (blue). About 200 cells from each heart were assessed by Image J. Six hearts were used for each group. Quantitative data are presented as Mean ± SEM. Statistical analyses were performed by two-tailed Student’s *t*-test. *p* < 0.05 is considered significant.

## Results

### PAB Induced Cardiomyocyte Hypertrophy in Neonates

We previously established a neonatal PAB rat model that quickly induces significantly thickened RV wall (Wang et al., 2017). It is well known that myocardium reacts to pressure overload through hypertrophy at adult stage (Pitoulis and Terracciano, 2020), we wondered whether cardiomyocyte hypertrophy is also involved in PAB-induced RV enlargement at the neonatal stage. The size of cardiomyocytes was measured by fluorescence-conjugated wheat germ agglutinin (WGA) staining (Figure 1A). WGA binds to cytoplasmic membrane protein and outlines cell shape. Results indicated that the average cardiomyocyte size increased about 42% at post-surgery day 7 (P7) after PAB (Figure 1B). The expression levels of two cardiac hypertrophy markers, atrial natriuretic peptide (ANP) and brain natriuretic peptide (BNP), also significantly increased by 33.3- and 16.5-fold, respectively (Figures 1C,D). These data indicate that cardiomyocyte hypertrophy is also a critical remodeling process responding to PAB in neonates.

**FIGURE 1:**
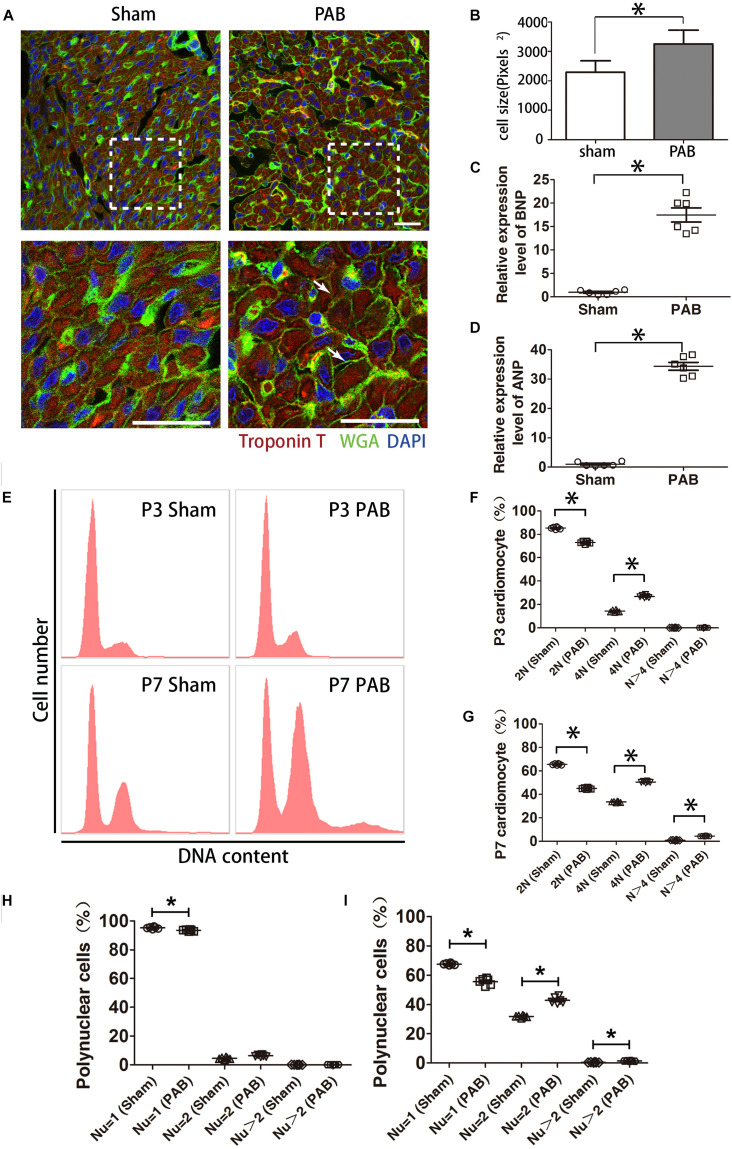
Cardiomyocyte hypertrophy in the first postnatal week PAB heart. **(A)** Immunofluorescent staining on heart sections from P7 heart. WGA, green. cTnT, red. DAPI, Blue. Arrows, hypertrophic cardiomyocytes. **(B)** Quantification of cardiomyocyte size (*n* = 6). **(C,D)** qPCR analysis of cardiac hypertrophy markers ANP and BNP (*n* = 6). **(E)** Representative FACS result of polyploidy analysis. **(F,G)** Comparison of polyploidy pattern between the sham and PAB groups at P3 **(F)** and P7 **(G)** (*n* = 6 for each time point). **(H,I)** Percentages of mono-, bi- and multinucleated cardiomyocytes in P3(H) and P7 (I) (*n* = 6 for each time point). Nu, nuclear number. Data are presented as Mean ± SEM. Statistic analysis was performed with two-tailed Student’s *t*-test, *, *p* < 0.05. Scale bar: 25 μm in low magnification panel and 6.25 μm in high magnification panel **(A)**.

Polyploidization is often a cellular response associated with cardiomyocyte hypertrophy. To this end, we measured DNA content with flow cytometry. Data showed that the number of diploid cardiomyocytes significantly reduced and tetraploid cardiomyocytes significantly increased in the PAB group at P3 (Figures 1E,F). At P7, the percentage of diploid cardiomyocytes continued to decrease while the percentage of tetraploid cardiomyocytes further increased to the extent beyond the percentage of diploid cardiomyocytes (Figures 1E,G). The number of polyploid cardiomyocytes (*N* > 4) was also significantly higher in the PAB group (Figure 1G).

The characteristic growth mode of rodent neonatal cardiomyocyte is to transit from proliferation to hypertrophy through cardiomyocyte multinucleation concomitant with increased cell volume. On the basis of physiological multinucleation, we found that PAB could accelerate this process. The percentage of mononuclear cardiomyocytes was significantly lower while the percentage of binuclear cardiomyocytes significantly higher in the PAB group at P3 (Figure 1H). These differences were further broadened at P7 and the percentage of multinuclear cells (Nu > 2) in the PAB group became significantly higher at this time point (Figure 1I). Since pressure overload-induced hypertrophy is accompanied by increased cell death in adult model (van der Bruggen et al., 2017), we evaluated cell apoptosis in our neonatal PAB hearts. Result indicated that there was no significant increase of apoptotic cardiomyocytes in P7 PAB hearts (Supplementary Figure S1).

### Neonatal Cardiomyocytes Showed a Higher Level of Proliferative Activity Under Pressure Overload

Neonatal heart has remarkable regenerative capability and can replace myocardial loss through cardiomyocyte proliferation (Lam and Sadek, 2018). Therefore, we examined whether PAB could induce enhanced cardiomyocytes proliferation. To detect proliferating cardiomyocytes, we co-stained sections with antibodies against cell mitotic proliferation marker Ki67/phosphorylated histone H3 (PH3) and cardiomyocyte-specific marker cTnT. Consistent with decreasing regenerative capability of myocardium (Porrello et al., 2011), the number of cardiomyocytes with positive mitotic markers was decreasing in both sham and PAB groups along the time (Figures 2A,B). But the number of mitotic marker-positive cardiomyocyte in the PAB group was higher than that of the sham group at all the time points. The percentage increase for Ki67^+^cTnT^+^ and PH3^+^cTnT^+^ cells were, respectively, 137.9% and 94.5% at P3, 41.4% and 32.0% at P7, 22% and 20.0% at P14 (Figures 2A,B).

**FIGURE 2:**
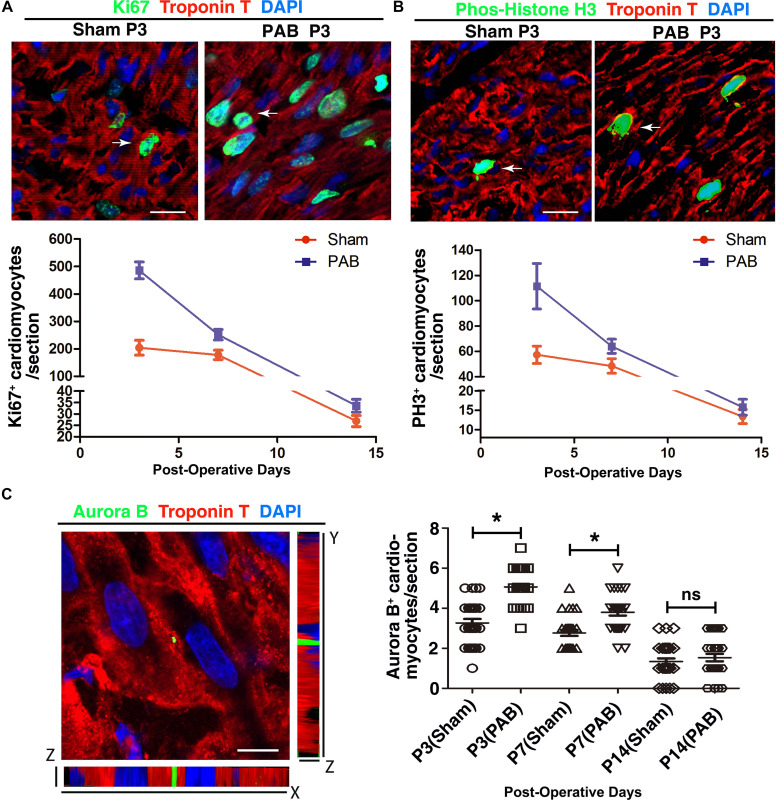
Cardiomyocyte proliferation in the sham and PAB hearts. **(A)** Representative immunofluorescent image for Ki67 (green), cTnT (red) and DAPI (blue) staining. Arrows, Ki67^+^ cardiomyocytes. Lower panel is the quantification of Ki67^+^ cardiomyocytes at P3, P7, and P14 (*n* = 6 for each time point). **(B)** Representative immunofluorescent image for PH3 (green), cTnT (red) and DAPI (blue) staining. Arrows, PH3^+^ cardiomyocytes. Lower panel is the quantification of PH3^+^ cardiomyocytes at P3, P7, and P14 (*n* = 6 for each time point). **(C)** Representative immunofluorescent image for Aurora B (green), cTnT (red), and DAPI (blue) staining. Right panel, quantification of Aurora B^+^ cardiomyocytes at P3, P7, and P14 (*n* = 6 for each time point). Data are presented as Mean ± SEM. Statistic analysis was performed by two-tailed Student’s *t*-test. *, *p* < 0.05. Scale bar: 12 μm in high magnification panels **(A,B)** and 5.5 μm **(C)**.

Since postnatal cardiomyocytes undergo multinucleation, the increased levels of mitotic markers do not necessarily mean cell division. To verify whether some of the observed mitotic activities represent real cardiomyocyte proliferation, we used immunofluorescence staining to examine the expression of cytokinetic marker Aurora B kinase (AuroB) (Figure 2C). As expected, the number of AuroB^+^ cardiomyocytes significantly increased in both P3 and P7 PAB groups, again with more AuroB^+^ cardiomyocytes in the P3 group than in the P7 group. At P14, the number of AuroB + cardiomyocytes further decreased to nearly undetectable and no significant difference was detected between the sham and PAB groups. These data demonstrate that pressure overload resulting from PAB induces remarkable cardiomyocyte hyperplasia in neonates.

### Clonal Expansion of Cardiomyocytes in PAB Hearts

To visualize the pattern of cardiomyocyte proliferation in neonatal PAB model, we used a dual transgene tool of *Tnn2-rtTA; TetO-Cre*, together with a reporter *Rosa26^*RFP*^*, to perform lineage tracing in mice. We noted that a few of single scattered cardiomyocytes were not labeled by RFP after doxycycline treatment at E17.5 and E18.5 (Figure 3A). Since non-cardiomyocyte does not generate any cardiomyocyte beyond E11.5 (Li et al., 2019), these RFP^–^ cardiomyocytes are likely to be the cells escaped from lineage labeling rather than newly derived from cardiac progenitors after doxycycline treatment. The single scattered distribution of RFP^–^ cardiomyocytes renders it a good tool for clonal analysis.

**FIGURE 3:**
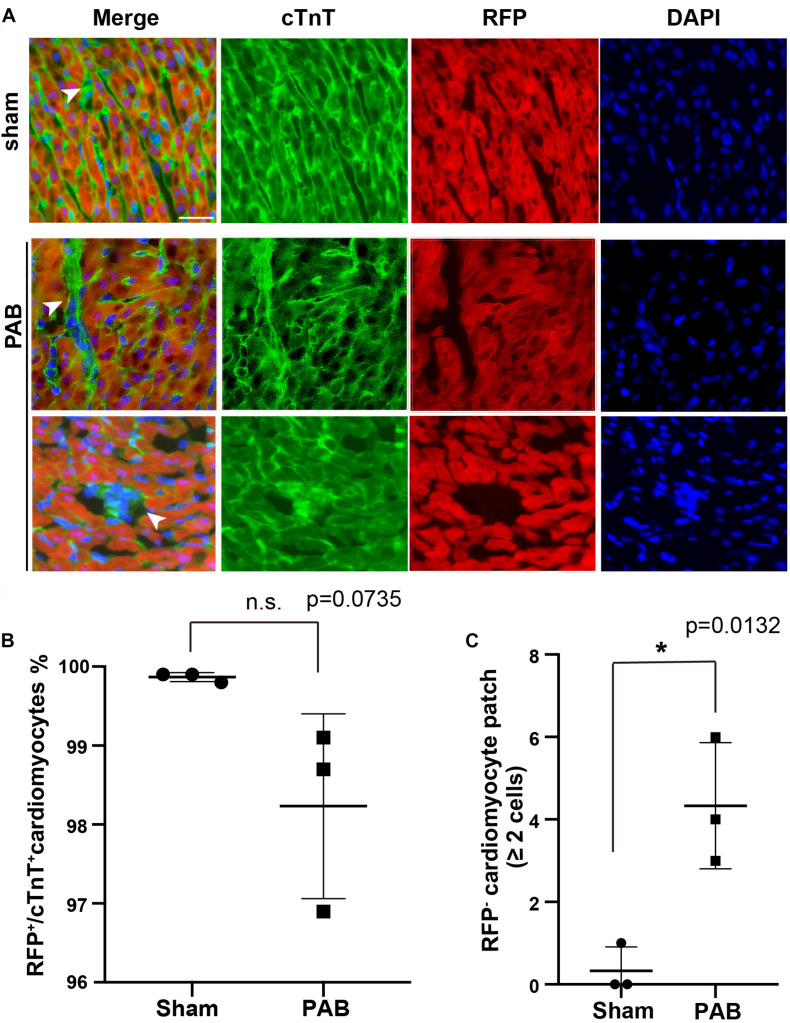
PAB induced clonal expansion of rare unlabeled cardiomyocytes in cardiac-specific lineage tracing. **(A)** Representative immunofluorescent image on P7 *Tnn2-rtTA; TetO-Cre*; *Rosa26^RFP/+^* heart sections stained with anti-cTnT antibody and DAPI. Green, cTnT; Red, RFP; Blue, DAPI. Arrowhead, cTnT^+^RFP^–^ cardiomyocytes. **(B)** Quantification of cTnT^+^RFP^+^ cardiomyocytes (*n* = 3). **(C)** Quantification of the number of cTnT^+^RFP^–^ cardiomyocyte clones with more than 2 cells (*n* = 3). Data are presented as Mean ± SEM. Statistic analysis was performed with two-tailed Student’s *t*-test. *, *p* < 0.05. Scale bar: 25 μm.

E17.5-E18.5 *Tnn2-rtTA; TetO-Cre; Rosa26^*RFP/*+^* embryos were treated with doxycycline. Within 6 h after birth, we performed PAB on neonatal hearts and samples were collected at P7 for immunofluorescent staining. First, we examined the ratio of RFP^–^ cardiomyocytes in hearts. We noted that the ratio of RFP^+^/cTnt^+^ cardiomyocyte in the PAB group was slightly decreased in comparison to the sham group, although it was not statistically significant (Figure 3B). Unlike the single scattered RFP^–^ cardiomyocytes in the sham group, the majority of RFP^–^ cardiomyocytes were clustered together in the PAB group (Figure 3A), suggesting a clonal growth of cardiomyocyte. We barely saw RFP^–^ cardiomyocyte clone (≥ 2 RFP^–^ cardiomyocytes) in the sham hearts, but the number of RFP^–^ cardiomyocyte clones was significantly increased in the PAB group (Figure 3C). These data further support that pressure overload can also induce cardiomyocyte proliferation.

### There Was No M2 Macrophage Accumulation in P7 PAB Hearts

Anti-inflammatory F4/80^hi^Ly6c^lo^ M2 macrophage is an essential mechanism required for myocardial regeneration of neonatal heart after mechanic or ischemic injuries (Aurora et al., 2014). At these pathological conditions, this type of anti-inflammatory M2 macrophage accumulates in injured heart and contributes to cardiomyocyte proliferation. We wondered whether M2 macrophages also have a role in facilitating cardiomyocyte proliferation in neonatal PAB heart. We collected sham and PAB hearts at P7 for FACS analysis. Results showed that the dominant type of Cd45^+^Cd11b^+^ myeloid cells in both sham and PAB hearts is F4/80^hi^Ly6c^lo^, the same features as the previously reported cardiac resident macrophage (Aurora et al., 2014). However, there was no significant difference in the number of M2 macrophages between the sham and PAB hearts (Figures 4A,B). These results indicate that the proliferation of neonatal cardiomyocyte could occur independent of M2 macrophage accumulation. The capability of proliferation is more of an inherent characteristic of neonatal cardiomyocyte.

**FIGURE 4:**
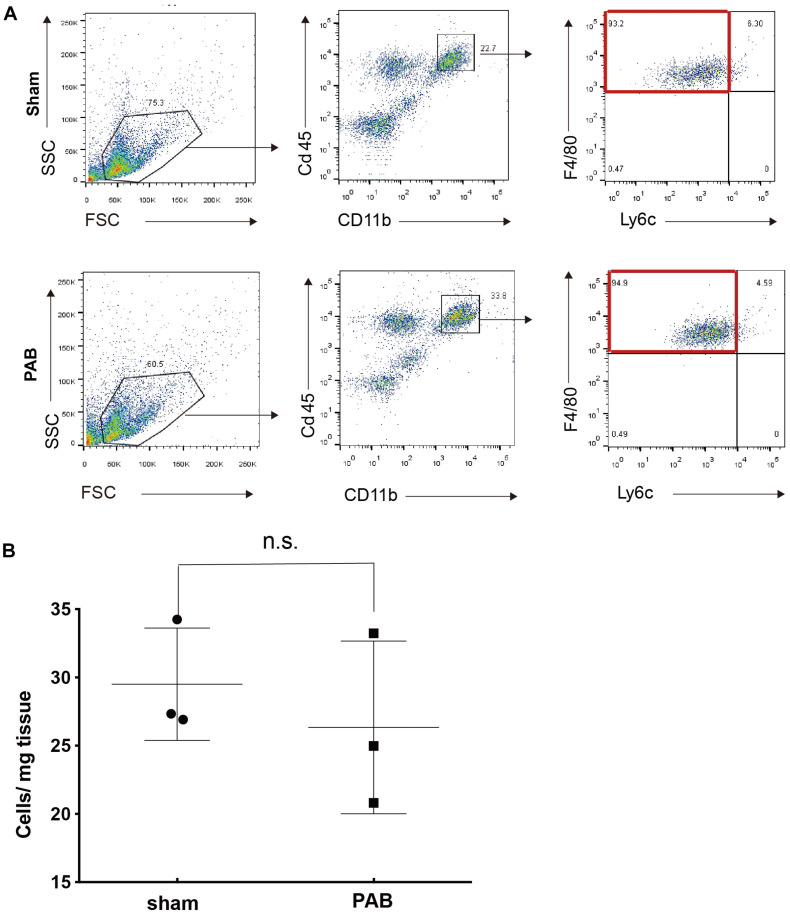
No significant accumulation of M2 marophages in P7 PAB groups hearts. **(A)** FACS gating scheme for the identification of CD45^+^CD11b^+^F4/80^+^Ly6c^–^ M2 macrophage. **(B)** Quantification of M2 macrophage as the cell number per mg of tissue (*n* = 3). Data are presented as Mean ± SEM, Statistic analysis was performed with two-tailed Student’s *t*-test. n.s., non-significant.

### Gene Expression Changes in Response to Neonatal PAB

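Pulmonary artery banding (PAB) constricts the vessel that leaves the right ventricle. The band or a sham operation was done within 6 h of birth, and RNA of the ventricles was sequenced at P3 or P7, which are 3 and 7 days later. The sample labels give the tissue as heart. The table that the authors deposited holds 11 libraries, with 3 from P3 sham hearts, 3 from P3 PAB hearts, 3 from P7 sham hearts and 2 from P7 PAB hearts. Its values are raw counts per gene, which the authors made by aligning the reads to GRCm38 with STAR and the Gencode annotation. The paper's text does not name the counting tool, the strand setting or the Gencode release. Positions given here are those of GRCm38 in GENCODE M21. Of the 50600 genes listed, the 15808 that passed edgeR's filterByExpr were tested. Counts were normalized for library size by edgeR's TMM method and are given as CPM, the count per 1e6 counted reads, as mean ± SD. All 11 libraries were fitted together with 4 groups by edgeR's quasi-likelihood method, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Standard errors beside log2 fold changes are the size of the change divided by the square root of the F statistic, an approximation. A gene was called changed at a fold change of at least 1.5 and an adjusted p of at most 0.05. The paper's methods give the same thresholds but do not say whether p was adjusted.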

To investigate the molecular mechanisms of cardiomyocyte hyperplasia and hypertrophy in response to the pressure overload, we performed PAB on P0 mice and harvested ventricles 3 and 7 days after the surgery for RNA-seq. Age-matching sham operated mice were used as control groups. 

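The number of reads counted on genes per library ranged from 19274045 to 26820228. Its median was 21367916 in P3 sham, 22272159 in P3 PAB, 23025719 in P7 sham and 23876365 in P7 PAB hearts. The share of counts on mitochondrial genes was 12.1% ± 0.535 (SD, n = 3) in P3 sham, 12.0% ± 0.918 (SD, n = 3) in P3 PAB, 21.6% ± 0.603 (SD, n = 3) in P7 sham and 18.1% ± 0.0960 (SD, n = 2) in P7 PAB hearts. Reads assigned to nearly identical nuclear copies of mitochondrial genes are not in this share, and their part differed between the groups. Replicates differed by more than sampling noise, with a chi-square per gene between 4.43 and 13.2 for pairs of libraries in the same group. The limit that a count of 0 allows, 3 counts, corresponds to between 0.112 and 0.156 CPM, and it covers counting error only.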

The principal component analysis (PCA) revealed dominant factors that contribute to transcriptional variance among different conditions. The first principal components (PC) was mostly affected by the age of the animals, while the second PC was subject to the influence of PAB operation (Figure 5A). 

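Principal components were computed from the 500 most variable genes after DESeq2's variance stabilizing transformation. The first component held 50.2% of the variance and the second 30.1%. Age accounted for 82.2% of the variance of the first component (exact two-sided permutation test, p = 0.0022, the smallest p that the 462 splits of the libraries can give). The operation accounted for 47.5% of the second component (exact two-sided permutation test, p = 0.0022). The operation accounted for 17.7% of the first component (exact permutation test, p = 0.186) and age for 17.1% of the second (exact permutation test, p = 0.273). The alternative that moved the share of age most was leaving out the genes on the X and Y chromosomes, which was chosen after seeing the data and raised it to 99.3%. Without P7 PAB replicate 2 the share of the operation in the second component was 33.7%, and without P7 sham replicate 3 it was 63.0%. The libraries also differed in 2 kinds of transcripts that depend on sex. Xist, a noncoding RNA of the inactive X chromosome, was at 630, 854 and 936 CPM in the P7 sham libraries and at 1061 CPM in P3 sham replicate 1, and between 0.303 and 0.873 CPM in the other 7 libraries. Ddx3y, a gene of the Y chromosome, was between 42.9 and 51 CPM in those 7 libraries and between 0 and 0.437 CPM in the 4 with high Xist. At P7 this difference separates all sham libraries from all PAB libraries. The class of the libraries by these transcripts accounted for 58.7% of the first component (exact permutation test over 330 splits, p = 0.0091) and 28.2% of the second (exact permutation test, p = 0.0939). The paper states that the first component followed age and the second the operation.

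**Figure D1:**
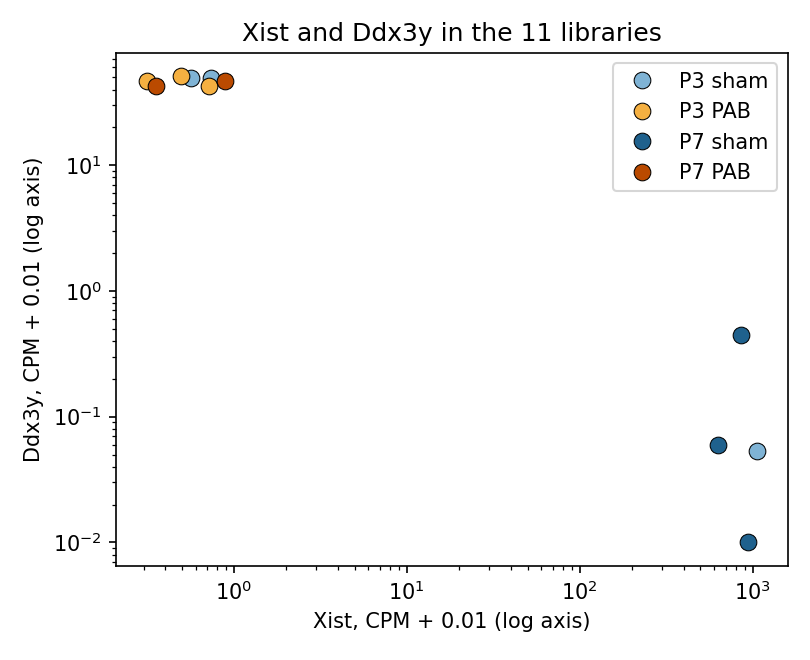
Xist and Ddx3y in each of the 11 libraries, in CPM with 0.01 added, on log axes, by group. The P7 sham libraries and P3 sham replicate 1 have high Xist, at 630 to 1061 CPM, and the other 7 have high Ddx3y, at 42.9 to 51 CPM.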

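Between P3 PAB and P3 sham hearts, 17 genes were higher and 3 lower, with a median log2 fold change of 1.20 and -1.36. At an unadjusted p the same comparison gave 151 higher and 157 lower genes, the alternative that moved these counts most. Without P3 PAB replicate 2 the counts were 4 higher and 0 lower. Between P7 PAB and P7 sham hearts, 1522 genes were higher and 1358 lower, with a median log2 fold change of 0.84 and -0.83. The P7 comparison rests on 2 PAB libraries, and its groups also differ in Xist and Ddx3y in every library. The difference between the PAB effects at P7 and at P3 was tested as an interaction term, and 4096 genes had an adjusted p of at most 0.05 for it. With the Xist and Y class of each library as a term, chosen after seeing the data, the number was 2291.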

Differential gene expression analysis showed that only 98 genes were up-regulated and 83 down-regulated in PAB hearts at P3, compared to 2,363 up-regulated and 2,211 downregulated in P7 PAB hearts (Figure 5B), suggesting an accumulative buildup of transcriptional changes. Among them, the hypertrophy marker genes, such as *Nppa* and *Myh7*, were highly responsive to pressure overload and were among the top up-regulated genes even at early stage (Figure 5B). 

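Nppa (ENSMUSG00000041616) encodes atrial natriuretic peptide and lies on chromosome 4 from 148000722 to 148002079. It was at 125 ± 54.9 CPM (SD, n = 3) in P3 sham, 330 ± 75.3 (SD, n = 3) in P3 PAB, 72.4 ± 17.8 (SD, n = 3) in P7 sham and 1525 ± 369 (SD, n = 2) in P7 PAB hearts. The log2 fold change was 1.39 at P3 (standard error 0.27, adjusted p = 0.066 from edgeR's quasi-likelihood test), which did not pass the threshold, and 4.4 at P7 (standard error 0.32, adjusted p = 3.2e-07 from the same test). Myh7 (ENSMUSG00000053093), the slow myosin heavy chain, lies on chromosome 14 from 54970684 to 54994626. Its level was 549 ± 103 CPM (SD, n = 3) in P3 sham, 1219 ± 429 (SD, n = 3) in P3 PAB, 276 ± 69.1 (SD, n = 3) in P7 sham and 1228 ± 256 (SD, n = 2) in P7 PAB hearts. Its log2 fold change was 1.15 at P3 (standard error 0.23, adjusted p = 0.074, same test) and 2.15 at P7 (standard error 0.25, adjusted p = 1.3e-05). Every PAB library was above every sham library of the same age for both genes. By log2 fold change, Nppa ranked 41 and Myh7 75 among all genes tested at P3, and Nppa ranked 16 at P7. The P3 calls depend on the processing: with DESeq2's Wald test, Nppa had an adjusted p of 0.035 and Myh7 of 0.049 at P3, and without P3 PAB replicate 3 the adjusted p of Myh7 was 0.025. Over the alternatives, apart from an unfiltered fit with an infinite prior on the variance, the adjusted p ranged from 8.8e-04 to 0.269 for Nppa and from 0.0021 to 0.328 for Myh7. The largest rises among the genes called at P3 with a mean of at least 10 CPM and no overlap between groups were those of Acta1, Xirp2 and Krt18. Acta1 (ENSMUSG00000031972; chromosome 8, 123891769 to 123894751), skeletal alpha actin, rose from 81.0 ± 20.5 to 297 ± 107 CPM (SD, n = 3 each), a log2 fold change of 1.87 (standard error 0.30, adjusted p = 0.019). Its call depends on single libraries, since 5 of the 11 fits that each left out 1 library did not call it, with an adjusted p of up to 0.088 without P3 sham replicate 3. With the Xist and Y class as a term, chosen after seeing the data, it was 0.071, and the lowest value over the alternatives with a finite prior was 1.1e-04. Xirp2 (chromosome 2, 67446002 to 67526614) rose by 1.34 (standard error 0.16, adjusted p = 0.0053) and Krt18 (chromosome 15, 102028180 to 102032027) by 1.24 (standard error 0.15, adjusted p = 0.0053) on the log2 scale. No gene met the same rule for a fall at P3. At P7 the rule gave Eif2s3y, Ddx3y and Nppa among the rises and Xist, A530058N18Rik_2 and Asb15 among the falls. A530058N18Rik_2, which has no match in the annotation, went from 27.5 ± 4.16 CPM (SD, n = 3) in P7 sham to 1.89 ± 0.657 (SD, n = 2) in P7 PAB hearts (log2 fold change -3.84, standard error 0.19, adjusted p = 1.1e-08), and Asb15 from 27.2 ± 6.38 (SD, n = 3) to 4.93 ± 0.420 (SD, n = 2; log2 fold change -2.47, adjusted p = 3.7e-06). Eif2s3y and Ddx3y lie on the Y chromosome and Xist on the X chromosome. The paper states that Nppa and Myh7 were among the top up-regulated genes at the early stage.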

To further determine the molecular and cellular functions of differentially expressed genes (DEG), we performed gene ontology analysis. Although there were only a few DEGs in P3 PAB hearts (Figure 5C), they were enriched in functions such as cardiac muscle hypertrophy, muscle contraction, and ion transport, suggesting that hypertrophy was a sensitive and major response induced by pressure overload, which occurred prior to obvious phenotypic change. 

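The paper used Metascape with gene ontology terms, which were not used here. The 20 genes called at P3 were compared instead with 863 Reactome pathways of 10 to 500 genes, against the 4910 genes that were both tested and in a pathway. Of the 20 genes, 7 were in a pathway. With so few genes the test has little power. No pathway passed at an adjusted p of 0.05, and 6 had an unadjusted p of at most 0.05. The lowest was that of Striated Muscle Contraction, with 2 of the 7 genes (exact one-sided hypergeometric test, p = 6.5e-04, Benjamini-Hochberg adjusted p = 0.56). With the 308 genes that passed at an unadjusted p, of which 78 were in a pathway, 0 pathways passed after adjustment and 30 before it. In that list 3 pathways shared the lowest adjusted p of 0.065 (exact hypergeometric test), among them Collagen biosynthesis and modifying enzymes with 6 of 54 genes, and Collagen formation followed with 6 of 65 (exact hypergeometric test, adjusted p = 0.11). Striated Muscle Contraction held 4 genes (exact hypergeometric test, adjusted p = 0.13). Potassium Channels held 4 of its 61 genes (exact hypergeometric test, p = 0.016, adjusted p = 0.74), and Ion channel transport 2 of 102 (exact hypergeometric test, p = 0.49). From its own enrichment the paper proposes that hypertrophy was a sensitive and major response.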

In P7 PAB hearts, up-regulated DEGs were highly involved in translation, metabolic process and mitochondrial activities (Figure 5D), indicating robust protein synthesis and high-level energy metabolism.

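Among the 1522 genes higher in P7 PAB hearts, 121 of the 863 Reactome pathways were over-represented at an adjusted p of at most 0.05 (one-sided hypergeometric test, Benjamini-Hochberg). Translation held 68 of its 147 tested genes (adjusted p = 1.5e-25), Eukaryotic Translation Elongation 58 of 89 (adjusted p = 9.6e-32), Respiratory electron transport 31 of 76 (adjusted p = 1.4e-09), Glycolysis 11 of 25 (adjusted p = 5.9e-04) and Muscle contraction 15 of 57 (adjusted p = 0.011). Among the 1358 lower genes 7 pathways passed, with 48 of 330 genes in Developmental Biology (adjusted p = 7.4e-04). The change also followed the length of the genes. Across the 15601 tested genes with a known exonic length, the Spearman correlation of the P7 log2 fold change with length was -0.374, a value across genes, which are not independent replicates. It was -0.358 over the 15034 genes outside the lists of programs, -0.183 for the P3 comparison and -0.0342 for P7 against P3 sham. Relative to the mean of each gene over all libraries, log2 expression fell with each doubling of length by 0.151 and 0.141 in the P7 PAB libraries. The slope was between -0.0283 and 0.0677 in the other 9 libraries. A trend measured this way balances over the libraries, so the slopes of the other 9 partly mirror those of P7 PAB. With this trend removed from each library, the alternative that moved the enrichment most apart from its combination with a replicate block, 26 pathways passed among the higher genes. The settings of this count were chosen after seeing the data. The paper proposes from its enrichment that P7 PAB hearts have robust protein synthesis and energy metabolism.

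**Figure D2:**
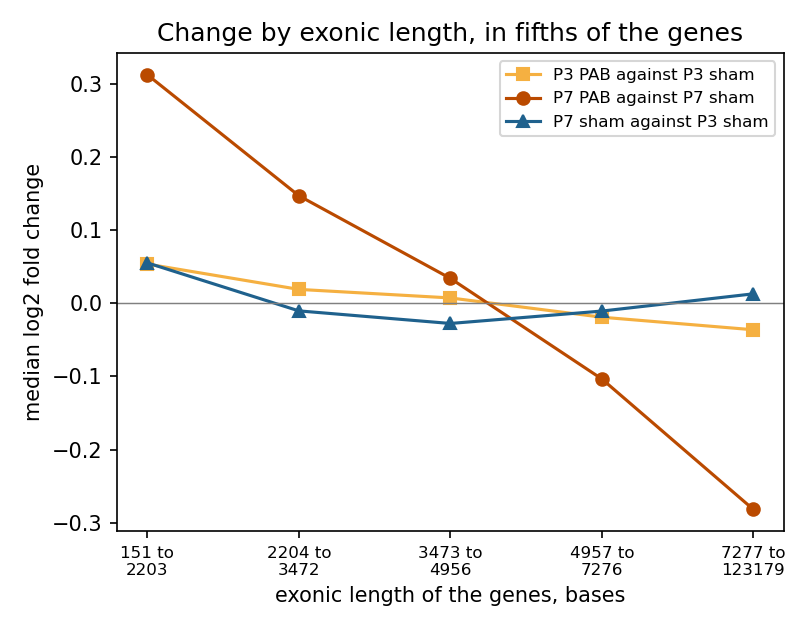
Median log2 fold change of the tested genes in 5 groups of equal size by exonic length in bases, for P3 PAB against sham, P7 PAB against sham and P7 against P3 sham. For P7 PAB the medians run from 0.31 in the shortest group (151 to 2203 bases) to -0.28 in the longest (7277 to 123179 bases).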

**FIGURE 5:**
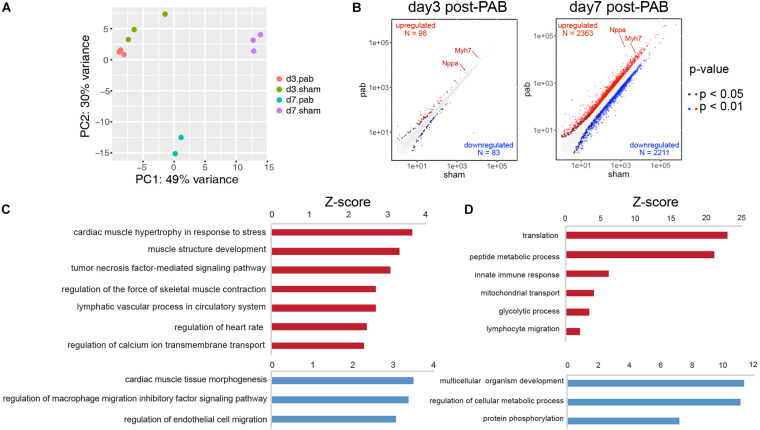
Transcriptome analysis of PAB hearts. **(A)** Principal component analysis of transcriptional profiles of PAB and sham samples. **(B)** Scatter plots showed DEGs in P3 and P7 PAB hearts. **(C,D)** Gene ontology analysis of DEGs at P3 **(C)** and P7 **(D)**.

### PAB Had Differential Impacts on Various CM Programs

CM programs include improved organization of sarcomeric structures, sarcomeric isoform switching, expressing higher levels of ion channels, switching main energy source from glycolysis to β-oxidation, and most significantly, cell cycle exit. 

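Between P7 and P3 sham hearts, 888 genes were higher at P7 and 906 lower, with a median log2 fold change of 0.92 and -0.85 (edgeR's quasi-likelihood test). Without a fold change threshold the counts were 2566 and 2650, the largest move of the higher genes among the alternatives. Scaling by the total count gave 397 higher and 2881 lower, the largest move of the lower genes, since it moved the median log2 change of all genes to -0.31, and directions of small changes over age are relative to that shift. Of the 3 P3 sham libraries 1 had high Xist, as had all 3 P7 sham libraries. Both this comparison and that of P7 PAB with sham use the same P7 sham libraries. Between P7 and P3 PAB hearts, 1501 genes were higher and 1296 lower.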

To dissect how individual CM programs respond and interconnect under pressure overload, we compared the transcriptomes of P3 and P7 sham hearts and overlaid the resultant DEGs with DEGs derived from comparing the transcriptome of P7 sham and PAB hearts. We found that 299 genes were up-regulated in P7 PAB hearts and down-regulated during day 3–7 postnatal development (Figure 6A), including fetal-specific sarcomeric isoforms (*Myh7*, *Tnni1*, and *Myl9*) and a glycolysis gene encoding phosphoglycerate kinase (*Pgk1*) (Figure 6B). 

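In the deposited counts, 239 genes were higher in P7 PAB than in P7 sham hearts and lower in P7 than in P3 sham hearts, where independent lists of these sizes would share 87.2 (odds ratio 3.80, one-sided Fisher's exact test, p = 2.7e-51; genes are not independent). Without a fold change threshold, the alternative that moved this overlap most, it was 1037, and with scaling by the total count it was 628. Tnni1 (ENSMUSG00000026418; chromosome 1, 135779434 to 135810989), the slow skeletal troponin I, was at 1248 ± 34.9 CPM (SD, n = 3) in P3 sham, 527 ± 35.6 (SD, n = 3) in P7 sham and 1239 ± 9.09 (SD, n = 2) in P7 PAB hearts. Its log2 fold change was -1.24 over age in sham hearts (standard error 0.069, adjusted p = 7.6e-09 from edgeR's quasi-likelihood test) and 1.23 in P7 PAB hearts (standard error 0.075, adjusted p = 9.1e-08). Myl9 (ENSMUSG00000067818; chromosome 2, 156775420 to 156781658), a myosin light chain, was at 444 ± 65.7 (SD, n = 3), 179 ± 37.5 (SD, n = 3) and 620 ± 250 CPM (SD, n = 2) in the same groups, with log2 fold changes of -1.31 (standard error 0.19, adjusted p = 1.2e-04) and 1.79 (standard error 0.21, adjusted p = 1.0e-05). Without P7 PAB replicate 1 the second value was 1.31, and without replicate 2 it was 2.16. Pgk1 (ENSMUSG00000062070; X chromosome, 106187100 to 106203699) was at 584 ± 79.2 (SD, n = 3), 377 ± 43.6 (SD, n = 3) and 925 ± 223 CPM (SD, n = 2), with log2 fold changes of -0.63 (standard error 0.13, adjusted p = 0.0014) and 1.29 (standard error 0.14, adjusted p = 5.8e-06). Without P7 PAB replicate 1 the second value was 1.03, and without replicate 2 it was 1.52. Pgk1 is X-linked, and the P7 sham and P7 PAB libraries differ in Xist. The log2 change of Myh7 over age in sham hearts was -0.99 (standard error 0.23, adjusted p = 0.0044). For all 4 genes every P7 PAB library was above every P7 sham library, and every P7 sham library was below every P3 sham library.

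**Figure D3:**
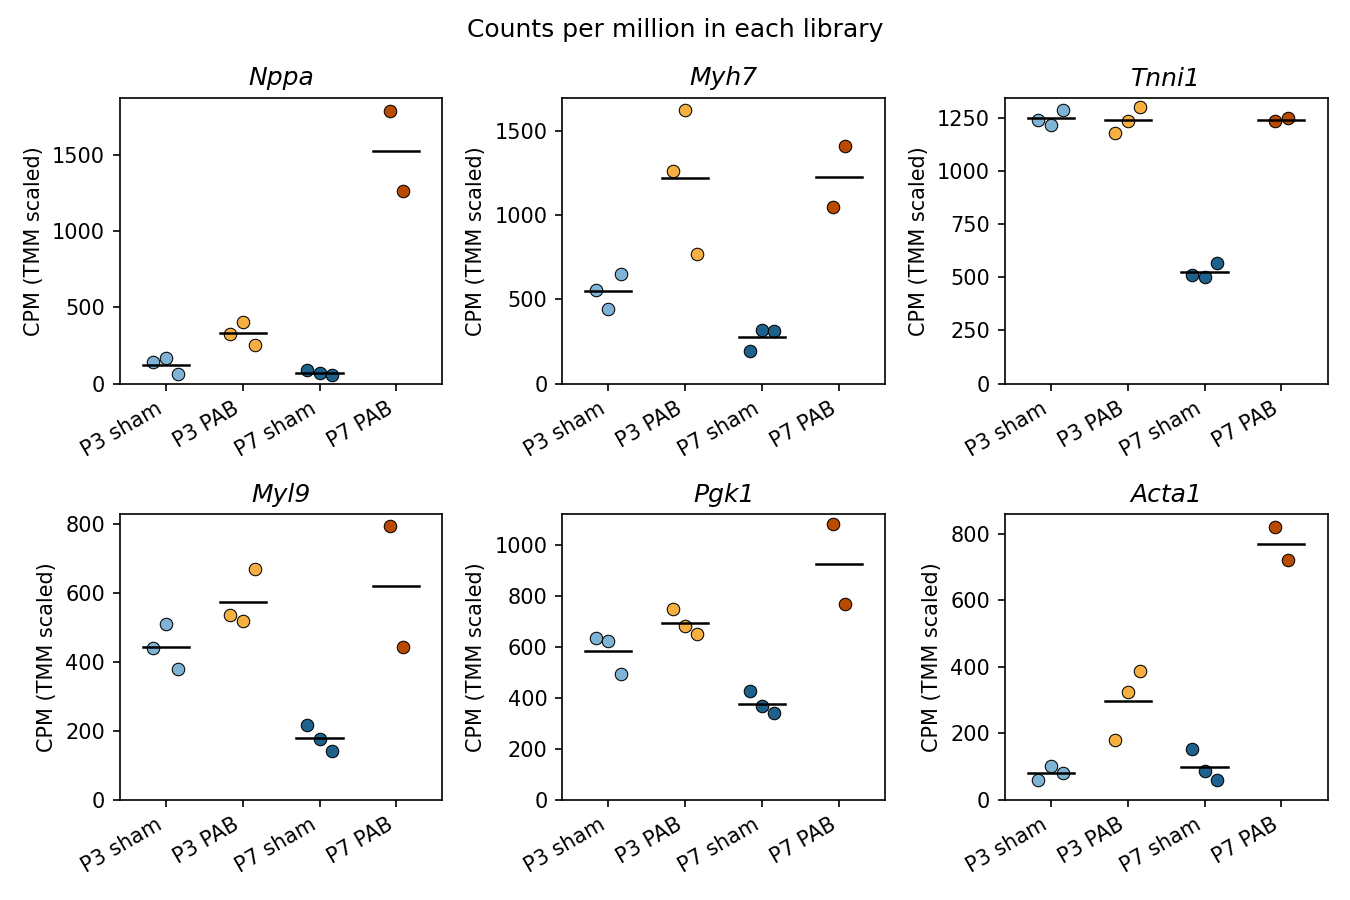
CPM of Nppa, Myh7, Tnni1, Myl9, Pgk1 and Acta1 in each library, with a bar at the mean of the group. Both P7 PAB libraries lie above the 3 P7 sham libraries for all 6 genes.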

The retention of fetal-specific gene expression suggests a delayed CM progress. On the other hand, 332 genes were down-regulated in P7 PAB hearts and up-regulated in P7 sham hearts compared to P3 sham hearts (Figure 6A). 

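The opposite overlap held 302 genes that were lower in P7 PAB hearts and higher in P7 than in P3 sham hearts, where 76.3 would be shared by independent lists (odds ratio 6.76, one-sided Fisher's exact test, p = 1.1e-109; genes are not independent). It was 1056 without a fold change threshold, 154 with scaling by the total count and 185 with the Xist and Y class of each library as a term, which was chosen after seeing the data. Genes that changed in the same direction in both comparisons were fewer than independent lists would share, with 29 higher in both against 85.5 and 21 lower in both against 77.8.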

In total, the pressure overload-induced DEGs overlaid over 30% DEGs occurring during postnatal cardiac growth, but in opposite direction. It suggests a disrupted CM progress.

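The genes changed in opposite directions were 30.2% of the 1794 that differed between P7 and P3 sham hearts. Across the 15808 genes tested, the log2 fold changes of the 2 comparisons had a Spearman correlation of -0.316 and a Pearson correlation of -0.364, across genes. The P7 sham libraries are on opposite sides of the 2 comparisons, which alone makes such a correlation negative. In 20 simulations with unchanged P7 PAB libraries, the Spearman correlation lay between -0.0405 and -0.0013 and the Pearson correlation between -0.242 and -0.133, and no gene was called in P7 PAB. In 20 simulations in which the P7 PAB changes were permuted across genes, between 9.57% and 11.7% of the genes changed over age were changed in the opposite direction. Both kinds drew the P7 PAB libraries around the mean of the observed P7 sham libraries. The error of those sham libraries then largely cancels from the simulated PAB change, so neither kind can show its effect. When the P7 sham libraries were divided so that the 2 comparisons shared none, the Spearman correlation lay between -0.327 and -0.0571 over the 6 divisions, with a median of -0.232. The Xist and Y class also lies on opposite sides of the 2 comparisons. All 3 P7 sham libraries had high Xist, against 1 of the 3 P3 sham and 0 of the 2 P7 PAB libraries. Neither the simulations nor the divisions separate a sex difference from the operation or age. From this overlap the paper proposes that the progress of cardiomyocyte maturation is disrupted.

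**Figure D4:**
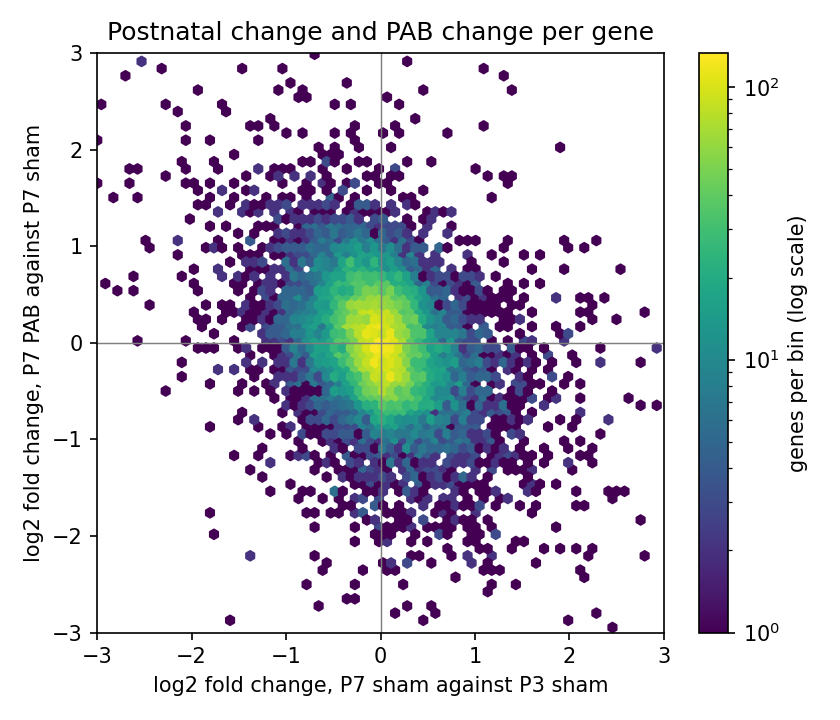
Log2 fold change of P7 PAB against sham and of P7 against P3 sham for each tested gene, as hexagons shaded by their number of genes. The axes show 15681 genes, and 127 lie outside them.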

**FIGURE 6:**
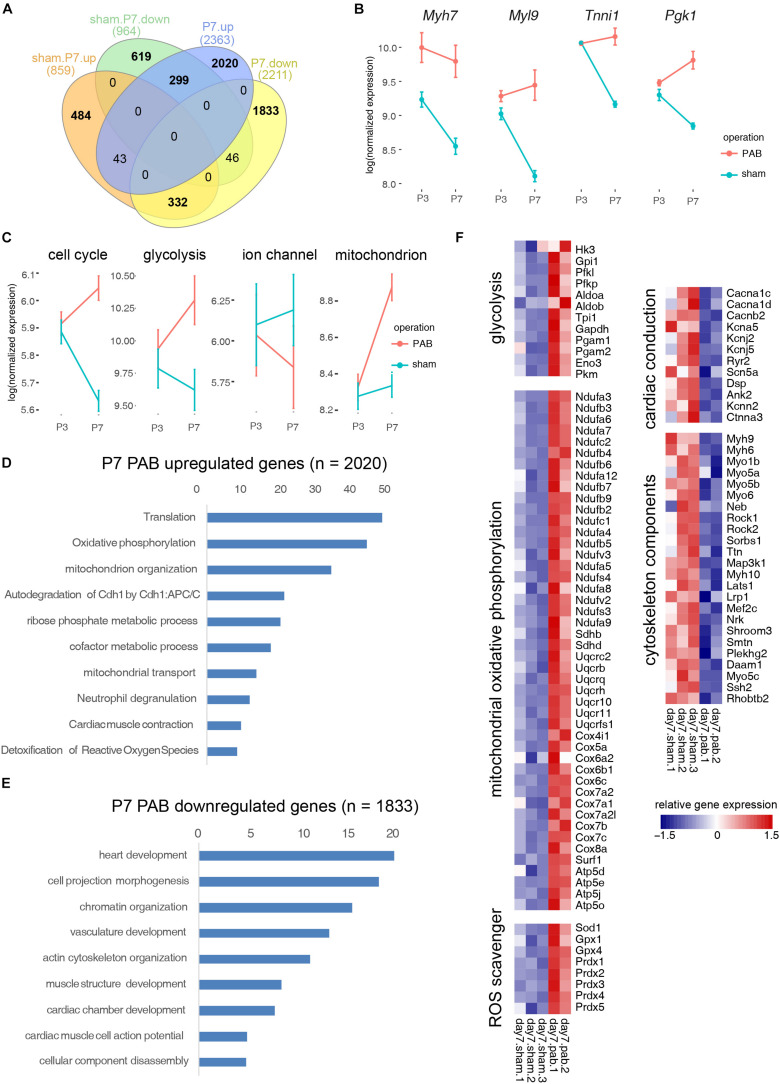
Functional categorization of DEGs induced by cardiac maturation and pressure overload. **(A)** Venn diagram showing overlay between DEGs during postnatal cardiac maturation and DEGs induced by PAB. **(B)** Examplary fetal gene expression changes. **(C)** Expression dynamics of CM programs. **(D)** Gene ontology analysis of PAB-specific up-regulated genes. **(E)** Gene ontology analysis of PAB-specific down-regulated genes. **(F)** Heatmap showing functional gene groups involved in pressure overload response.

To assess the gene expression change of individual CM program, we categorized genes into functional modules and measured the average gene expression for each signature CM program such as cell cycle, glycolysis, ion channel, and mitochondrial oxidative phosphorylation. 

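The paper's text does not list the genes of its modules, so lists were made by gene name or from known functions. Cell cycle held 96 genes, all tested; glycolysis 21 tested of 23; ion channel 114 of 180; and oxidative phosphorylation, the nuclear genes of complexes I to V, 83 of 85. The value of a list was the mean log2 fold change of its genes, tested with limma's camera at a preset correlation of 0.01 with Benjamini-Hochberg adjustment over 15 tests. Camera's calls at P7 for glycolysis, ion channel and oxidative phosphorylation also held under limma's fry, as did that of cell cycle over age. Its calls at P3, and that of oxidative phosphorylation over age, did not. With an estimated correlation between genes no list passed, with adjusted p between 0.293 and 0.933.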

Interestingly, we noted that different CM programs responded differently to pressure overload. 

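The mean log2 CPM of the 96 cell cycle genes was 5.4 ± 0.11 (SD, n = 3) in P3 sham, 5.37 ± 0.08 (SD, n = 3) in P3 PAB, 4.8 ± 0.17 (SD, n = 3) in P7 sham and 4.8 ± 0.16 (SD, n = 2) in P7 PAB hearts. From P3 to P7 it changed by -0.60 in sham hearts (camera, adjusted p = 4.6e-25), where all 96 genes fell, 50 were called lower and 94 were lower when adjusted over the list alone. In PAB hearts it changed by -0.57 over the same days, with 88 of 96 genes lower. P7 PAB differed from P7 sham by 0.0032 (camera, adjusted p = 0.66), with 46 genes higher and 50 lower, of which 8 and 5 were called. The sign of this difference is not fixed, since leaving out single P7 PAB libraries gave -0.12 and 0.11. The mean of the glycolysis genes was 7.22 ± 0.08 (SD, n = 3), 7.41 ± 0.06 (SD, n = 3), 7.12 ± 0.18 (SD, n = 3) and 7.77 ± 0.19 (SD, n = 2) in the same order of groups. It changed by -0.08 in sham hearts over age (camera, adjusted p = 0.22; 14 of 21 genes lower), and by -0.19 without P7 sham replicate 1, which passed the threshold (adjusted p = 0.047, where the alternatives ranged from that value to 0.804). In PAB hearts it rose by 0.40 over the same days, with 18 of 21 genes higher. P7 PAB exceeded P7 sham by 0.66 (camera, adjusted p = 2.2e-05), and 17 of 21 genes were higher. Of these 12 were called, and 16 were higher when adjusted over the list alone. Of the 12 glycolysis genes of Fig. 6F, 11 were tested and all 11 were higher in P7 PAB. The study chose them on these samples, so the 10 that passed when adjusted over the list alone are not independent evidence.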

The overall gene expression in cell cycle and glycolytic metabolism decreased during normal postnatal development, however they increased in the PAB hearts along the time (Figure 6C). In contrast, ion channel gene expression increased postnatally, but reduced in the PAB group (Figure 6C). These expression profile changes suggest that pressure overload deterred neonatal cardiomyocyte maturation. On the other hand, the mitochondrial component genes, which normally increased with the enhanced mitochondrial biogenesis in postnatal cardiomyocyte, was further up-regulated under pressure overload, suggesting elevated energy demand (Figure 6C).

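The ion channel genes had a mean log2 CPM of 2.55 ± 0.06 (SD, n = 3) in P3 sham, 2.48 ± 0.07 (SD, n = 3) in P3 PAB, 2.57 ± 0.02 (SD, n = 3) in P7 sham and 2.38 ± 0.04 (SD, n = 2) in P7 PAB hearts. The change over age in sham hearts was 0.02 (camera, adjusted p = 0.28), with 63 of 114 genes higher. Its direction reversed to -0.29 with scaling by the total count, to -0.05 with no filter on low counts and to -0.02 without P7 sham replicate 2. In the other direction it reached 0.05 without P3 sham replicate 3, and 0.11 was the highest value over the alternatives. P7 PAB differed from P7 sham by -0.20 (camera, adjusted p = 0.010), with 75 of 114 genes lower and 22 called. When adjusted over the list alone, 10 were higher and 32 lower. After the trend with gene length was removed, the difference was -0.11 (camera, adjusted p = 0.17), and over all alternatives the adjusted p ranged from 0.0013 to 0.293. The Reactome pathway Potassium Channels held 11 of its 61 genes among those lower in P7 PAB (exact hypergeometric test, p = 0.0034, adjusted p = 0.17). Ion channel transport held 11 of 102 (exact hypergeometric test, p = 0.11). The 12 cardiac conduction genes of Fig. 6F, which the study chose on these samples, were all lower in P7 PAB and 8 were called. All 12 passed when adjusted over the list alone, which is not independent evidence. From these profiles and those of cell cycle and glycolysis, the paper proposes that pressure overload deterred cardiomyocyte maturation.

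**Figure D5:**
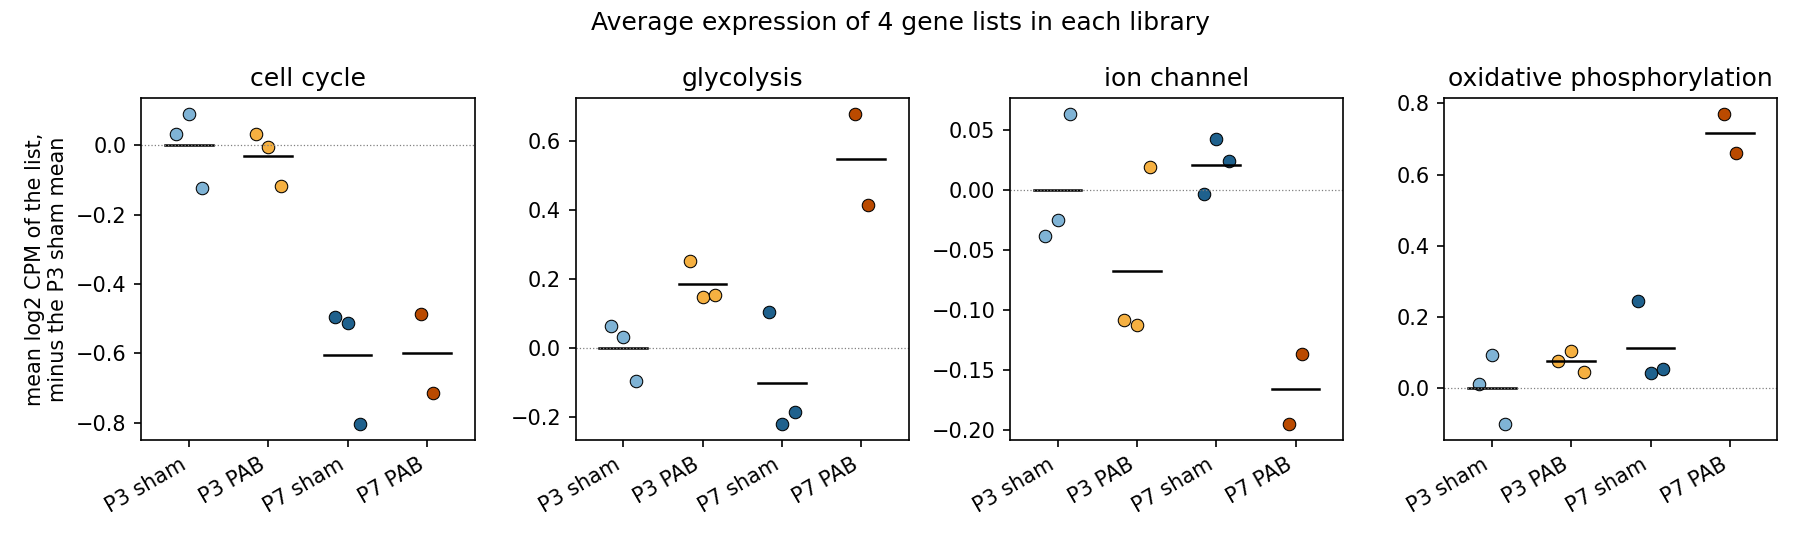
Mean log2 CPM of the genes of the cell cycle, glycolysis, ion channel and oxidative phosphorylation lists in each library, minus the mean of the P3 sham libraries. Under scaling by the total count the changes over age shift by a median of -0.31, and those of the ion channel and oxidative phosphorylation lists in sham hearts reverse.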

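The 83 oxidative phosphorylation genes had a mean log2 CPM of 7.65 ± 0.10 (SD, n = 3) in P3 sham, 7.72 ± 0.03 (SD, n = 3) in P3 PAB, 7.76 ± 0.11 (SD, n = 3) in P7 sham and 8.37 ± 0.08 (SD, n = 2) in P7 PAB hearts. Over age in sham hearts the mean rose by 0.11 (camera, adjusted p = 0.0011), with 57 of 83 genes higher. It was -0.20 with scaling by the total count, and 0.04 without P7 sham replicate 1, which did not pass the threshold. P7 PAB exceeded P7 sham by 0.60 (camera, adjusted p = 5.5e-22), with all 83 genes higher, 38 called, and 76 higher when adjusted over the list alone. The genes are short, with a median exonic length of 1587 bases. Their median log2 fold change was 0.56, and among 10000 random lists matched on length and expression the medians centred on 0.38, with 95% of them between 0.29 and 0.47. The 46 oxidative phosphorylation genes of Fig. 6F were all higher in P7 PAB, 22 were called and 46 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. The 77 genes of the mitochondrial ribosome rose by a mean of 0.48, with 75 higher and 20 called. Both lists hold nuclear genes only. The share of counts on mitochondrial genes did not rise with them, at 21.6% in P7 sham and 18.1% in P7 PAB hearts. This share leaves out reads assigned to nearly identical nuclear copies. Of the reads on mt-Co2 and its copy, 2.12% were on mt-Co2 in P7 sham and 14.6% in P7 PAB libraries. The share is therefore understated unequally between the groups. The paper proposes an elevated energy demand.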

To identify PAB-specific pathological responses, we performed gene ontology analysis on genes only significantly expressed in P7 PAB hearts. Results showed that genes participating in translation, oxidative phosphorylation, reactive oxygen species (ROS) scavenger programs were up-regulated (Figures 6D,F), while cytoskeletal genes were down-regulated under pressure overload (Figures 6E,F). These results suggested that specific effects of pressure overload on neonatal cardiomyocytes are to promote protein synthesis and energy production through mitochondria, which may contribute to cardiac hypertrophic growth. 

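Genes changed in P7 PAB hearts and not over age in sham hearts numbered 1254 higher and 1035 lower. Among the higher genes 114 Reactome pathways passed after adjustment (one-sided hypergeometric test, Benjamini-Hochberg), with 65 genes of Translation (adjusted p = 4.0e-28), 27 of Respiratory electron transport (adjusted p = 1.1e-08) and 9 of 24 in Detoxification of Reactive Oxygen Species (adjusted p = 0.0017). Among the lower genes 7 passed. The 83 genes of the cytosolic ribosome rose by a mean of 0.74 (camera, adjusted p = 9.5e-26). Of them 81 were higher, 60 were called and 79 passed when adjusted over the list alone. The 61 cytoskeleton genes changed by a mean of -0.21 (camera, adjusted p = 0.0011), with 42 lower, 13 called lower, 5 called higher and 35 lower when adjusted over the list alone. With the trend with gene length removed their mean was -0.02 (camera, adjusted p = 0.55). Over all alternatives the adjusted p ranged from 2.4e-04 to 0.676. The median exonic length of these genes is 9402 bases. The 24 cytoskeleton genes of Fig. 6F were all lower, 10 were called, and 24 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. Camera's calls for these lists also held under fry.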

Interestingly, pressure overload also triggered a specific gene program—ROS scavengers, which might protect the heart from tissue damage and severe fibrosis in short term.

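The 20 tested genes of the list of scavengers of reactive oxygen species, of 21 in the list, had a mean log2 CPM of 6.20 ± 0.10 (SD, n = 3) in P7 sham and 6.74 ± 0.09 (SD, n = 2) in P7 PAB hearts. The mean rise was 0.54 (camera, adjusted p = 3.1e-06), with 18 genes higher, 9 called and 15 higher when adjusted over the list alone. Among 10000 random lists matched on length and expression, 12 had a median at or above that of the list. The 8 genes of Fig. 6F, chosen by the study on these samples, were all higher and 5 were called. The paper proposes that this program protects the heart in the short term.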

## Discussion

Postnatal cardiac growth is characterized by cardiomyocyte hypertrophy. Rodent cardiomyocytes quickly become binucleated or multi-nucleated shortly after birth (Li et al., 1996). Our data indicate that PAB further promotes cardiomyocyte hypertrophy and the polyploidization and multinucleation of cardiomyocytes are accelerated under increased afterload. It indicates that normal neonatal hearts also use cellular hypertrophy, the adult cardiac response to pressure overload, as a compensatory mechanism to ensure steady hemodynamics. Disproportionated cardiac hypertrophy is often seen in the early postnatal development of preterm infants so that the reduced cardiac mass relative to body size at birth are quickly normalized after early postnatal development (Aye et al., 2017). In a mouse model with impaired intrauterine cardiac development, underdeveloped hearts also restore normal heart size after birth through enhanced cardiomyocyte hypertrophy (Drenckhahn et al., 2015). Taken together, these results indicate that neonatal hearts can respond to stress through cardiomyocyte hypertrophy.

Numerous studies have shown that neonatal hearts, unlike adult ones, have a strong proliferative capability to regenerate lost cardiomyocytes after physical or ischemic injuries (Lam and Sadek, 2018). Our data and others indicate that neonatal hearts also have enhanced cardiomyocyte proliferation in response to pressure overload (Malek Mohammadi et al., 2019). Interestingly, there is no accumulation of M2 macrophages in P7 PAB hearts, although robust cardiomyocyte proliferation has occurred at this time point. It is unlike other neonatal injury model, in which increased M2 macrophages are required for heart regeneration (Aurora et al., 2014). It suggests that proliferation under pathological condition could be an autonomous response of neonatal cardiomyocytes. It is more of intrinsic property of neonatal cardiomyocytes. Although we didn’t detect significantly increased M2 Macrophages in P7 PAB hearts, RNA-seq analysis has shown that expression of genes involving innate immune response and lymphocyte migration are up-regulated in P7 PAB hearts, suggesting an innate immune response. 

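Of the 442 tested genes in the Reactome pathway Innate Immune System, 40 were among the 1522 genes higher in P7 PAB hearts, which is no more than the background share (exact one-sided hypergeometric test, p = 0.96, Benjamini-Hochberg adjusted p = 1). The pathway in which chemokine receptors bind chemokines held 4 of 22 (exact hypergeometric test, p = 0.24, adjusted p = 0.92). Lymphocyte migration is a gene ontology term with no Reactome pathway of that name, and it was not analysed here.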

Previous studies have shown that adult transverse aortic constriction (TAC) transiently increases proinflammatory (M1) macrophage infiltration but not reparative (M2) macrophages in P7 TAC hearts (Patel et al., 2017, 2018), which is consistent with our observation. qPCR assays indicate that adult TAC produces a proinflammatory cardiac milieu characterized by upregulated expression of *Ccl2*, *Tnf*, and *Il-4* (Patel et al., 2018). Although we note increased expression of *Ccl2* in neonatal PAB hearts, there is no change in the expression of *Tnf* and *Il-4*. It is worth exploring whether neonatal PAB also induces proinflammatory response and T cell expansion in the future study.

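Ccl2 (ENSMUSG00000035385), a chemokine gene on chromosome 11 from 82035571 to 82037453, was at 0.833 ± 0.230 CPM (SD, n = 3) in P7 sham and 2.92 ± 0.0525 (SD, n = 2) in P7 PAB hearts, from 12 to 21 and from 60 to 66 counts per library. Its log2 fold change was 1.80 (standard error 0.32, adjusted p = 4.0e-04 from edgeR's quasi-likelihood test), with both PAB libraries above all sham libraries. At P3 it was 0.49 (adjusted p = 0.68). Tnf, on chromosome 17 from 35199381 to 35202007, was at 0.438 ± 0.135 CPM (SD, n = 3) in P7 sham and 0.363 ± 0.165 (SD, n = 2) in P7 PAB hearts, from 5 to 18 counts per library over all groups. Its log2 fold change was -0.23 (standard error 0.53, adjusted p = 0.75), and it ran from -0.80 without P7 PAB replicate 1 to 0.15 without P7 PAB replicate 2, so that a change was not detectable at this depth. Il4 (ENSMUSG00000000869), on chromosome 11 from 53602982 to 53618669, had 0 to 3 counts in every library and was not tested.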

Cardiomyocyte is a single cell type, but this type of cells is heterogenous in many aspect (Cui et al., 2020). Cycling cardiomyocytes in adult hearts are composed of hypoxic mononucleated cardiomyocytes with a characteristic of neonatal cardiomyocytes (Kimura et al., 2015). A newly identified neonatal cardiomyocyte subpopulation with high proliferative capability is more immature than its counterparts at the same stage (Cui et al., 2020). In a similar study, neonatal cardiomyocytes can be divided into two distinct populations according to *Tnnt2* expression levels (Martinez et al., 2019). Immature cardiomyocytes with low *Tnnt2* expression level present high mitotic activities and conversely, mature cardiomyocytes with high *Tnnt2* expression level usually have less mitotic activities. When we were testing *Tnnt2* promoter-driven Tet-on lineage-tracing tool, we noticed that a very low frequency of cardiomyocytes was not labeled by this tool, even when we induced Cre expression at late gestation stage. Taking advantage of this rare event, we observed the clonal expansion of cardiomyocytes in hearts under pressure overload. Since non-cardiomyocytes and cardiomyocytes are separated at mid-gestation stage and there is no contribution of non-cardiomyocyte lineage into cardiomyocyte lineage ever since (Li et al., 2019), the unlabeled cardiomyocyte clones should not be derived from cardiac progenitors after doxycycline induction. Rather, it is more likely due to the expansion of existing proliferative cardiomyocytes. As aforementioned, immature neonatal cardiomyocytes have higher proliferative capability (Cui et al., 2020; Martinez et al., 2019). The unlabeled cardiomyocytes in our lineage-tracing system may represent the immature population with low *Tnnt2* expression environment, in which *Tnnt2* promoter is not sufficient to induce Cre-mediated recombination, but with higher proliferation capability that enables a clonal expansion.

Cardiomyocyte maturity reversely correlates with its proliferative capability. It is one of reasons why adult heart loses the regenerative capability. In regenerating cardiomyocytes, including neonatal mammalian hearts, zebrafish heart regeneration, and genetic modified regenerative adult mouse hearts, the re-entry of cell cycle of cardiomyocytes is often associated with the reverse process of maturation (Lam and Sadek, 2018). Factors affecting cardiomyocyte maturation often promote cardiomyocyte proliferation. Cardiac myosin binding protein C (Mybpc3) is a structural component of cardiac sarcomere that affects myofibril integrity and contractility. *Mybpc3* knockout mice develop cardiomegaly by postnatal day 9, while the heart size is normal at birth. The rapid mass growth at the neonatal stage is predominantly mediated by cardiac hyperplasia rather than hypertrophy (Farrell et al., 2017). Metabolic shift from glycolysis to β-oxidation is a major cellular change during neonatal cardiomyocyte maturation to adapt the normoxic environment and the change in energy substrate availability (Bailleul et al., 2020). Increasing glucose uptake in neonatal heart could significantly enhance post-injury regeneration and cardiomyocyte proliferation (Martinez et al., 2019). On the contrary, inhibition of fatty-acid utilization significantly prolongates the proliferative window of neonatal cardiomyoctes (Cardoso et al., 2020). Our transcriptomic analysis indicates that gene expression changes induced by pressure overload counteracts some of CM programs, such as inhibition of glycolytic metabolism, up-regulation of cardiac ion channel gene expression and down-regulation of fetal-specific sarcomeric isoforms. The maintenance of immature cardiomyocyte status may contribute to the enhanced cardiomyocyte proliferation in PAB hearts. Meanwhile, the highly activated translation machinery as well as enhanced mitochondrial biogenesis and function programs under pressure overload are likely the mechanisms promoting cardiomyocyte hypertrophy. It will be interesting to dissect whether the expression alterations with opposite effects are due to discrepant responses of different cardiomyocyte subpopulations or the bivalent expression changes occur in the majority of neonatal cardiomyocytes.

## Data Availability Statement

RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (GSE159969). All codes used in the manuscript for RNA-seq analyses are available upon request.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Shanghai Children’s Medical Center.

## Author Contributions

XD, SW, and YW performed the experiments. JY did mouse genotyping and husbandry. ZZ, JL, and NB designed the studies. XD, SW, and ZZ analyzed the data and wrote the manuscript. JL and NB edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

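The data are 1 table of counts per gene from RNA-seq of mouse ventricles at P3 and P7 after PAB or a sham operation within 6 h of birth, with 3, 3, 3 and 2 libraries for P3 sham, P3 PAB, P7 sham and P7 PAB. The sample labels give the tissue as heart and the paper as ventricles. The authors aligned reads to GRCm38 with STAR and the Gencode annotation and deposited whole counts, 1 column per library, without normalization. The counting tool, the strand setting and the Gencode release are not named in the paper's text. All 11 columns were used, and the condition of each library came from its label.

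Genes were matched to GENCODE M21 by name or identifier. Of 50600 listed names, 1942 were not matched, 27 had been turned into dates, and 48566 had an exonic length. Counts were analysed with R 4.3.3 and edgeR 4.0.16, with TMM normalization, filterByExpr and a quasi-likelihood fit of all 11 libraries in 4 groups, which share an estimate of the spread because P7 PAB has 2 libraries. Comparisons were P3 PAB against P3 sham, P7 PAB against P7 sham, P7 against P3 in sham and in PAB hearts, and the interaction of age and operation. Genes were called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. Standard errors were derived from the log2 fold change and the F statistic of the test, and are approximate. The genes, comparisons, lists, tests and most alternatives were chosen before the data were examined, and alternatives added later are named as such.

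Genes named in the text are those the paper names, the genes of the marker lists, and for each age the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 10 CPM and no overlap between the groups. Gt(ROSA)26Sor, mt-Co2 and mt-Co3 were named after their values were seen, as the 3 genes with the lowest p at P7.

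Program lists were cell cycle, glycolysis, ion channel, oxidative phosphorylation, cytosolic ribosome, mitochondrial ribosome, scavengers of reactive oxygen species and cytoskeleton, and the 5 lists shown in Fig. 6F. Marker lists were those of atrial and ventricular tissue, cardiomyocytes, fibroblasts, endothelial cells, smooth muscle, erythroid cells, macrophages, M2-like macrophages, monocytes with high Ly6c, T cells, thymus, brown fat, lung, skeletal muscle, hypoxia, immediate early genes and sex. Lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, fry, and camera with an estimated correlation) on log2 CPM with a prior count of 2. Reactome pathways of 10 to 500 tested genes came from fgsea 1.28.0 and were tested with a one-sided hypergeometric test. Principal components used the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. Nuclear copies of mitochondrial genes were compared with BLAST+ 2.17.0. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

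Depth was 19274045 to 26820228 counts per library. The steps were tested on simulated data. Of 200 genes changed 2-fold among 15808, edgeR recovered 82.5% at P3 and 75.5% at P7, with 5 and 6 false calls, and DESeq2 recovered 76.0% at P7 with 4. A simulated trend with gene length gave 1092 false calls before its removal and 0 after it. That trend was stronger than the one in the data, with a Spearman correlation with length of -0.809 against -0.374. The same lengths made and removed it, so these numbers do not measure false calls in the data. A list raised by 0.5 was returned at 0.498.

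The alternatives were RLE size factors, scaling by the total count, no filter on low counts, a stricter filter (at least 10 counts in every library of a group and a mean of at least 50), DESeq2 with adjusted and unadjusted p, edgeR with unadjusted p, no fold change threshold, a fit of 2 groups only, a replicate block, removal of the trend of each library with gene length (lowess, span 0.3), both of these together, thinning to the smallest library, other set tests and lists, P7 sham libraries divided between comparisons, and leaving out each library. Added after seeing the data were the Xist and Y class of each library as a term, leaving out genes on X and Y, a fold change of 1.5 read on the natural log scale, the Reactome cell cycle pathway without proteasome genes, Reactome counts under each setting, and an unfiltered fit with edgeR's bias-adjusted residuals. The last was added because the planned unfiltered fit returned an infinite prior on the variance, so that its p-values do not reflect the spread of single genes. Of 4 unfiltered variants run, it is the one with a finite prior that differs from the planned fit in a single option.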

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

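The tests of a sex difference already present at P3 or only at P7, of gene length for single lists, of mitochondrial copies and of Gt(ROSA)26Sor were chosen only after the results were seen. The tests of the sex of the pups, of gene length for all called genes and of blood were not.

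The effect of PAB, which at P7 cannot be told apart from sex, differed between P3 and P7 by an interaction test for 4096 genes. With the Xist and Y class as a term, chosen after seeing the data, the number was 2291. The values that follow are from the fit without that term. On the log2 scale, the effect at P7 minus that at P3 was 3.00 for Nppa, 1.58 for Nppb, 1.00 for Myh7, 1.25 for Tnni1, 1.42 for Myl9, 1.05 for Pgk1 and 1.31 for Ccl2, and -0.97 for Myh6, -1.12 for Xirp2, -1.57 for Asb15, -0.77 for Mki67 and -3.62 for A530058N18Rik_2, a name with no match in the annotation. It was 7.89 for Eif2s3y and 7.63 for Ddx3y. Of the lists, it was 0.47 for glycolysis (camera adjusted p 5.2e-04, fry 0.038), 0.53 for oxidative phosphorylation (1.2e-20 and 0.0054) and -0.13 for ion channel (0.031 and 0.021), and for cell cycle it was 0.04 (0.95 by camera).

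In P7 PAB against P7 sham, 2 transcripts that the paper does not discuss mark the sex of the animals: Xist, with a log2 fold change of -10.32, and Ddx3y, with 8.14. All 3 P7 sham libraries have high Xist and both P7 PAB libraries have high Y genes, so that a difference in the sex of the pups is a candidate explanation for any P7 difference. The number of P7 sham libraries with high Y genes is 0, as is the number of P7 PAB libraries with high Xist. A difference of sex that appears only at P7 therefore leaves 0 libraries of a shared class to compare. For a difference already present at P3, the P3 sham group holds 1 library with high Xist. Across the 2768 autosomal genes called at P7, its difference from the others had a Spearman correlation of -0.119 with the P7 change, while the same value was -0.244 and 0.312 for the other P3 sham libraries, so a single library decides nothing. With the class as a term, 1646 of the 2768 genes (59.5%) were called again, but the term takes its value from P3 sham alone. Sex and the operation cannot be told apart at P7 for the called genes. The animals' sex is not given in the labels, and banding, sex or both stay open.

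The P7 PAB change followed gene length, which might reflect the quality of RNA or library preparation. If length were the whole cause, the ribosome list would lose its rise once the trend was removed. It kept a mean of 0.489, which argues against exonic length as the whole cause. For oxidative phosphorylation the mean after removal was 0.332, which also argues against exonic length as the whole cause. The length used is the union of all annotated exons of a gene, which can exceed that of the transcripts expressed. An effect of transcript length left by the removal is therefore not excluded. Of the 2880 called genes, 1683 were called again after removal. For the ion channel list the mean changed from -0.20 to -0.111 after removal and no longer passed the set test, and its median of -0.146 lay within the range of random matched lists, -0.226 to -0.00610, but more of the fall was left than was removed. For the cytoskeleton list the mean after removal was -0.0213, while its median of -0.319 lay below the range of matched lists, -0.286 to -0.0583. For both lists length and a response of these genes cannot be told apart. Blood left in the heart is unlikely to be the cause of the called rises. No hemoglobin gene was itself called, and their summed rise in CPM was only 1.48% of the size of that of the genes called higher.

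mt-Co2 and mt-Co3 had log2 fold changes of 2.77 and 2.84 at P7. A candidate explanation is that reads were divided differently between the mitochondrial genome and its nearly identical copy on chromosome 1. The sum of mt-Co2 and its copy Gm28661 had a ratio of 0.991 between P7 PAB and P7 sham, where mt-Co2 alone had 6.83. The sum for mt-Co3 and Gm28437 had a ratio of 1.14 against 7.16. The share of the mt-Co2 pair assigned to mt-Co2 was 30.1% in P3, 2.12% in P7 sham and 14.6% in P7 PAB libraries. Why it differed between groups was not tested.

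Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077333) rose by 3.33 on the log2 scale at P7, to 52.1 ± 6.92 CPM (SD, n = 2) from 5.19 ± 0.64 (SD, n = 3). The sex of the pups cannot be told apart from other causes of this rise. The ratio of its level in the P3 libraries with high Y genes to that in the P3 library with high Xist was 1.02, but this rests on a single library, and a sex difference that appears only at P7 leaves no shared class to compare. A change of the whole region by a similar amount is unlikely, since the largest change of a neighbouring gene was 0.635 in size, a fall of Lhfpl4 (edgeR's quasi-likelihood test, adjusted p 0.398). The other neighbours rose, Setd5 by 0.338 (same test, adjusted p 0.0025), Mtmr14 by 0.306 (0.0091) and Thumpd3 by 0.223 (0.172). A small rise of part of the region is therefore not excluded. PAB itself cannot be told apart from other differences of the P7 PAB pups, as the change at P3 was -0.226. The paper uses a Rosa26 reporter in other experiments, and whether these pups carried it is not stated in the labels and was not tested.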

How the results depend on the processing

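The alternatives named here as added were chosen after seeing the data, as were all settings of the Reactome counts and the checks of the unfiltered fit. For results other than single genes, 282 of 371 comparisons with an alternative kept their direction and side of the threshold, 30 were weaker, 51 moved and 8 reversed. For single genes, 772 of 826 were the same, 6 weaker, 39 stronger and 9 reversed. These totals leave out the fits without 1 library. Those gave, for the first kind, 286 of 314 the same, 7 weaker, 3 stronger, 13 moved and 5 reversed, and for single genes 680 of 726 the same, 15 weaker, 6 stronger, 9 moved and 16 reversed. Causes were not tested unless a value below shows one.

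The planned fit with no filter on low counts gave 92 higher and 49 lower genes at P3, but its p-values cannot be used. Its prior degrees of freedom were infinite, against 8.03 with the filter, so that each gene took the variance of the trend and Nppa a quasi-dispersion of 0.655 in place of 7.19. In the 9 splits of the P3 libraries that mix PAB and sham, it called between 28 and 82 genes. It accounts for 12 of the 39 stronger results of single genes. With bias-adjusted residuals, added for this reason, the prior was finite, the mixed splits gave between 0 and 6 genes, and P3 had 38 higher and 11 lower. The robust prior was also tried; with the older residuals it gave between 28 and 82 in the mixed splits, and with bias-adjusted residuals between 0 and 3. Means of lists do not use this prior: unfiltered, ion channel was -0.081 at P3 (weaker) and reversed to -0.047 over age.

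The P3 counts were 26 and 11 with DESeq2 and adjusted p, 123 and 111 with DESeq2 and unadjusted p, and 151 and 157 with edgeR and unadjusted p. A replicate block gave 8 lower at P3 and reversed cell cycle at P7 to -0.060. The replicate numbers do not pair the libraries: deviations of 15 pairs with the same number correlated between -0.0998 and 0.144.

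Scaling by the total count gave 6 lower genes at P3, 397 higher and 2881 lower over age, and overlaps of 628 and 154. It weakened ion channel at P3 (-0.11) and reversed, over age, ion channel (-0.29), oxidative phosphorylation (-0.20), Myh6 (-0.19), Mybpc3 (-0.22) and Acta1 (-0.012), and at P3 Tnnt2 (-0.021) and Mki67 (-0.011). For the results over age, the cause is its shift of all genes by -0.31. That shift does not apply within P3, and the cause of the P3 changes was not tested. RLE size factors reversed cell cycle at P7 (-0.0019). The stricter filter, which tests fewer genes, gave 586 higher over age.

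Removal of the length trend gave 986 higher genes at P7, a correlation of -0.364 across genes, and 26 and 1 Reactome pathways for higher and lower genes. It weakened ion channel at P3 (-0.059) and P7 (-0.11), oxidative phosphorylation at P3 (0.030) and over age (0.048) and cytoskeleton (-0.021), and reversed Tnnt2 at P7 (0.12). With the replicate block as well, P3 had 29 and 8 genes, P7 had 902 higher, pathways were 25 and 0, ion channel was -0.059 at P3 and -0.083 at P7, oxidative phosphorylation 0.030 at P3 and 0.048 over age, cytoskeleton -0.040, and cell cycle (-0.045), Tnnt2 (0.15) and Aurkb (-0.081) reversed at P7.

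Without a fold change threshold, P7 had 3600 and 3491 genes, age 2566 and 2650, and the overlaps were 1037 (higher in P7 PAB and lower from P3 to P7 in sham) and 1056 (lower in P7 PAB and higher from P3 to P7 in sham). With a fold change of 1.5 read on the natural log scale (added), these were 2440 and 2308, 1425 and 1542, and 506 and 529. With the Xist and Y class as a term (added), 2291 genes had an interaction, the second overlap was 185, the correlation -0.421, lower pathways 4, and Tnf at P7 reversed (0.065). Thinning gave 4 lower pathways. With no shared P7 sham library the correlation was -0.263, -0.0571, -0.210, -0.253 and -0.176 in the divisions that moved it.

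Under fry, glycolysis (0.19), ion channel (-0.071) and oxidative phosphorylation (0.072) at P3 and oxidative phosphorylation over age (0.11) did not pass. With an estimated correlation neither did these nor, at P7, glycolysis (0.66), ion channel (-0.20), oxidative phosphorylation (0.60), ribosome (0.74), scavengers (0.54) and cytoskeleton (-0.21), nor cell cycle over age (-0.60). With Reactome lists, ion channel (-0.074 at P3, -0.25 at P7) and cytoskeleton (-0.035) were weaker and glycolysis over age reversed (0.015). Taking the log2 of the mean over genes moved ion channel to -0.44, oxidative phosphorylation to 0.49 and cytoskeleton to -0.11 at P7, and reversed 1 result, cell cycle: P7 PAB against sham, to -0.0056.

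Over the fits that each left out 1 library, P3 ranged from 4 (without P3 PAB replicate 2) to 23 higher and from 0 to 4 lower genes, the correlation from -0.408 to -0.279, and lower pathways from 5 to 23 (without P7 sham replicate 1). At P3, cell cycle ranged from -0.091 to 0.015, ion channel from -0.12 to -0.031 and oxidative phosphorylation from 0.023 to 0.12. At P7, cell cycle ranged from -0.12 to 0.11, glycolysis from 0.51 to 0.78 and ion channel from -0.28 to -0.17. Over age, glycolysis ranged from -0.19 to -0.018, ion channel from -0.015 to 0.054 and oxidative phosphorylation from 0.045 to 0.16. Among genes with a reversed fit, the ranges at P3 were -0.046 to 0.024 for Tnni1, -0.0071 to 0.098 for Tnni3, -0.016 to 0.063 for Tnnt2, -0.059 to 0.12 for Mki67, -0.14 to 0.11 for Aurkb and -0.074 to 0.93 for Ddx3y. At P7 they were -0.14 to 0.016 for Tnni3 and -0.80 to 0.15 for Tnf, and over age -0.070 to 0.015 for Tnnt2 and -0.14 to 0.56 for Acta1. Fits without a P7 PAB replicate compare a single PAB library with the P7 sham libraries.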

Differences from the paper's values

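At P3 the paper's count is 98 genes higher in PAB hearts, and the value here was 17. Of the alternatives set before the data were examined, DESeq2 with unadjusted p gave 123, within 1.5 times the paper's count, and no filter on low counts gave 92. The unfiltered fit had an infinite prior on the variance and called between 28 and 82 genes in splits that mix PAB and sham libraries, so its number is not evidence for the paper's. An unfiltered fit with a finite prior, chosen after seeing the values, gave 38. The other alternatives did not come within 1.5 times, and edgeR with unadjusted p gave 151. The paper's count of lower genes at P3 is 83 against 3 here. DESeq2 with unadjusted p gave 111, and the other alternatives set before the data were examined did not close the gap.

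At P7 the paper's count of higher genes is 2,363 against 1522 here. Scaling by the total count gave 1620, edgeR with unadjusted p 1639, no filter on low counts 1704 and leaving out P7 sham replicate 1 1786, each within 1.5 times; the other alternatives set before the data were examined were not. The paper's count of lower genes at P7 is 2,211 against 1358 here. EdgeR with unadjusted p gave 1511 and leaving out P7 sham replicate 1 gave 1531, and the others did not close the gap. A fold change of 1.5 read on the natural log scale, chosen after seeing the values, gave 2440 and 2308 at P7, and 18 and 4 at P3. Over age in sham hearts it gave 1425 and 1542, further from the paper than the main fit with 888 and 906. The paper's figure, read by eye, gives about 860 and 960.

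Genes lower in both comparisons number about 46 in Fig. 6A, read by eye, against 21 here; edgeR with unadjusted p gave 34, and no other alternative came within 1.5 times. Genes higher in P7 PAB only number about 2000 in Fig. 6A, read by eye, against 1254 here; no filter on low counts gave 1377, leaving out P7 sham replicate 1 gave 1422 and no fold change threshold gave 2162. Genes lower in P7 PAB only number about 1800 in Fig. 6A, read by eye, against 1035 here, and only the absence of a fold change threshold, with 2151, came within 1.5 times.

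The paper places Nppa and Myh7 among the top genes called at P3. Here their adjusted p was 0.066 and 0.074, so that neither was called, although the log2 fold change of Nppa, 1.39, was above the median of 1.20 of the 17 genes called higher. Both were called by DESeq2 with adjusted p (0.035 and 0.049), by the fit of 2 groups only (0.047 and 0.038), by the replicate block with length trend removed (8.8e-04 and 0.034) and by the unfiltered fits, including the one with a finite prior chosen after seeing the values (0.0015 and 0.0021). Both also passed at unadjusted p (1.3e-04 and 1.7e-04). Nppa was also called with the replicate block (0.0017), and Myh7 without P3 PAB replicate 3 (0.025) and without P7 sham replicate 1 (0.039). The paper states that cell cycle expression increased in PAB hearts along the time, and here it fell by 0.57 from P3 to P7 with 88 of 96 genes lower. The paper states that glycolysis decreased during normal development. Here its mean changed by -0.08 with an adjusted p of 0.22, which passed without P7 sham replicate 1 (-0.19). The paper states that ion channel expression increased postnatally, where the change here was 0.02 with an adjusted p of 0.28. The paper states that innate immune genes were up-regulated, and the Reactome pathway Innate Immune System was not over-represented here (adjusted p 1).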

Other observations

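The test of P3 sham replicate 1, the test of proteasome genes and the choice of the atrial markers compared with Nppa were made only after the results were seen. The other tests in this part were not.

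Other splits of the libraries were fitted in the same way. For P3 PAB against sham, 1 of the 10 splits of the 6 libraries gave as many as 20 called genes, the real one, and the other 9 gave between 0 and 2. For P7 against P3 sham it was also 1 of the 10, with 1794 genes against 0 in the other splits. With 3 libraries against 3 the share cannot go under 0.1. For the overlap in opposite directions, the most negative Spearman correlation among the simulations was -0.0405 against -0.316 in the data. The simulated P7 PAB libraries were drawn around the observed P7 sham libraries, so this cannot rule the shared libraries out as its source. Without a shared P7 sham library the correlation lay between -0.327 and -0.0571. It stayed negative, which argues against the shared libraries as its only source. How large a part they play is open, and neither check separates the Xist and Y class of the libraries.

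P3 sham replicate 1 lay 7.30 from the other P3 sham libraries on the first 2 principal components. Its distance was 0.717 without genes on X and Y, which is consistent with the sex of the pup as the source of the gap.

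Other sources of RNA were examined through marker lists in P7 PAB against sham. Brown fat is unlikely to be the source of the rise in oxidative phosphorylation, since the highest count of Ucp1 in P7 PAB libraries was 1, although 3 of 7 markers, which the heart also expresses, were tested and higher, as Cidea from 21.2 to 39.5 CPM. Atrial tissue is unlikely to be the whole source of the rise in Nppa. Of the 8 other atrial markers, 4 had a mean of at least 10 CPM at P7, and the highest log2 fold change among these was 1.31, for Myl4 (standard error 0.34), against 4.4 for Nppa, while Tbx5 changed by -0.97. Of all 8, 2 were higher and 2 lower at an adjusted p of at most 0.05, and Bmp10 was near the floor. The 4 ventricular markers had a median of 0.37. The erythroid markers, 7 tested of 8, had a median of 0.45 and no gene called.

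The remaining lists are given as values. Of 7 cardiomyocyte genes 2 were called higher and 1 lower. Fibroblast markers (7 tested) had a median of -0.15 with 2 called lower, endothelial markers (6) -0.13 with 1 called higher, and smooth muscle markers (4) 0.80 with 2 called higher. Macrophage markers (10) had a median of -0.06, and 1, Itgam, was called lower (-0.96, adjusted p 0.0043). M2-like markers (6 tested of 7) were all lower, and 3 were called: Mrc1 (-0.60, adjusted p 1.2e-04), F13a1 (-0.75, 5.2e-04) and Folr2 (-0.96, 0.025). Adjusted over the list alone, 4 were lower. Of the markers of monocytes with high Ly6c (4 tested of 5) Plac8 was called higher (0.99, adjusted p 0.025). T cell markers were near the floor, with 2 of 7 tested and no gene called. Of the lung markers 1 of 6 was tested and higher (Ager, 0.80), skeletal muscle markers (7 tested of 10) had a median of 0.27 with 2 called higher, and the 6 thymus markers were not tested. Hypoxia genes (10) had a median of 0.40 with 3 called higher, and immediate early genes (8) 0.26 with 2 called higher. The 4 Y genes were called higher and Xist lower.

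Mki67 (chromosome 7, 135689784 to 135716361) was at 222 ± 33.2 CPM (SD, n = 3) in P7 sham and 133 ± 24.9 (SD, n = 2) in P7 PAB hearts, a log2 fold change of -0.74 (adjusted p 4.5e-04), and Aurkb changed by 0.15 (adjusted p 0.46). Nppb changed by 2.21 (adjusted p 1.1e-05), Myh6 by -0.89 (adjusted p 3.9e-06) and Tnni3 by -0.06 (adjusted p 0.61). Tnnt2 changed by -0.06 (adjusted p 0.53) and Mybpc3 by 0.14 (adjusted p 0.15).

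The cell cycle list had a mean of 0.0032 at P7, with genes changed in both directions, and the Reactome pathway of the mitotic cell cycle had a mean of 0.0759 (camera, adjusted p 0.21). Proteasome genes in that pathway are a candidate source of part of that mean, since without them it was 0.0241 (camera, adjusted p 0.85). None of these means passed the set test.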
